# Differential expression and co-expression gene networks reveal candidate biomarkers of boar taint in non-castrated pigs

**DOI:** 10.1038/s41598-017-11928-0

**Published:** 2017-09-22

**Authors:** Markus Drag, Ruta Skinkyté-Juskiené, Duy N. Do, Lisette J. A. Kogelman, Haja N. Kadarmideen

## Abstract

Boar taint (BT) is an offensive odour or taste observed in pork from a proportion of non-castrated male pigs. Surgical castration is effective in avoiding BT, but animal welfare issues have created an incentive for alternatives such as genomic selection. In order to find candidate biomarkers, gene expression profiles were analysed from tissues of non-castrated pigs grouped by their genetic merit of BT. Differential expression analysis revealed substantial changes with log-transformed fold changes of liver and testis from −3.39 to 2.96 and −7.51 to 3.53, respectively. Co-expression network analysis revealed one module with a correlation of −0.27 in liver and three modules with correlations of 0.31, −0.44 and −0.49 in testis. Differential expression and co-expression analysis revealed candidate biomarkers with varying biological functions: phase I (*COQ3*, *COX6C*, *CYP2J2*, *CYP2B6*, *ACOX2*) and phase II metabolism (*GSTO1*, *GSR*, *FMO3*) of skatole and androstenone in liver to steroidgenesis (*HSD17B7*, *HSD17B8*, *CYP27A1*), regulation of steroidgenesis (*STARD10*, *CYB5R3*) and GnRH signalling (*MAPK3*, *MAP2K2*, *MAP3K2*) in testis. Overrepresented pathways included “Ribosome”, “Protein export” and “Oxidative phosphorylation” in liver and “Steroid hormone biosynthesis” and “Gap junction” in testis. Future work should evaluate the biomarkers in large populations to ensure their usefulness in genomic selection programs.

## Introduction

Boar taint (BT) is an offensive odour that occurs in cooked or heated pork from a proportion of non-castrated male pigs. Two compounds are mainly responsible for BT: skatole (3-methyl-indole) and androstenone (5α-androst-16-ene-3-one)^1,2^. Skatole is a by-product of enzymatic breakdown of L-tryptophan by bacterial action in the large intestine and subsequently absorbed into the blood^3^. Androstenone is a steroid produced in the testis where it is transported by blood to the salivary gland and functions as a mating pheromone^4^. It is synthesised from pregnenolone in association with sexual maturity together with other testicular steroids, such as testosterone and oestrogens^5,6^. Due to their lipophilic properties, the compounds accumulate in the adipose tissue and concentrations are correlated with the level of sexual maturity at the time of slaughter^7,8^ and/or the intensity of liver degradation^9,10^. A distinct relationship between androstenone and skatole exists: high concentration of androstenone prevents breakdown of skatole by inhibiting enzymes responsible for skatole metabolism and causes accumulation in adipose tissues^11^. Furthermore, androstenone itself is an active contributor to BT, and it has been proposed that elevated levels of androstenone are primary to elevated levels of skatole in the hierarchy of BT development^12^. Threshold levels for skatole and androstenone concentrations in fat considered to cause BT are 0.5 to 1 µg/ g for androstenone and 0.20 to 0.25 µg/g for skatole^2^.

Boar taint is the main factor preventing the production of non-castrated male pigs in many countries^13^ and often leads to depreciation of the carcass, even though their production is associated with a number of significant economic advantages including increased efficiency, leaner carcasses and lower faecal and urinary nitrogen losses^14^. Furthermore, production of non-castrated males is often viewed as advantageous in the context of animal welfare due to the absence of surgical castration. Indeed, this practice is often performed without anaesthesia or analgesia which results in pain and stress for the animal^15^, but the practice is justified by its alleviation of aggression and sexual activity which can result in leg fractures and skin damage^16^. Surgical castration is also an effective technique for avoiding BT, but increased attention to the animal welfare issues has led to a voluntary initiative to end the practice in the European Community from January 1, 2018^17^.

In order to avoid BT in the production of non-castrated males without surgical castration, two overall solutions have been proposed: (i) chemicals and/or chemotherapeutics such as immunocastration and (ii) optimised animal breeding programs. For the first solution, immunocastration by Improvac^®^ (Pfizer Ltd, NY, USA) has been found to be an effective strategy against BT with no detrimental effects on carcass and meat quality^18–23^ and with environmental benefits such as increased or at least similar growth rates and feed conversion efficiencies between immunised and surgically castrated pigs^24^. However, the European Food Safety Authority (EFSA) has anticipated poor public acceptance of immunocastration^25,26^ due to the possible perception of a link with hormone treatment and possible harmful residues^24,27^.

For the latter solution, genomic-based breeding programs have been proposed. As skatole and androstenone are moderate to highly heritable traits^9,11,28–30^, reduction of BT would be possible through breeding programs. By this strategy, breeding organisations would apply genomic selection on individuals with desirable genotypes that are predisposed to low genetic merit of BT compounds without the need for trait recording^31^. Previous work has indeed established low and mostly favourable genetic correlations between BT compounds and production traits such as the quality of meat without negatively affecting important male fertility trait^32^. Thus, selection of low genetic merit of BT can be deemed an effective and sustainable solution. By employing molecular genetic methods, identification of male pigs with low genetic merit of BT is possible, before they actually develop the condition or have their traits recorded^33^. However, this requires knowledge on highly predictive key genes associated with the trait of interest. In turn, these genes can be applied as biomarkers, e.g. Mazzoni, *et al*.^34^ and Salleh, *et al*.^35^. Finding biomarkers with strong predictive powers for a trait can be greatly enhanced with omics technologies, such as transcriptomics^36^. By measuring changes in gene expression profiles, analysis of differentially expressed (DE) genes associated with BT has been performed in a variety of breeds and experimental designs (as reviewed by Zadinová, *et al*.^37^). While many studies employed microarrays to obtain gene expression profiles, a few employed RNA sequencing (RNA-Seq) which provides far more precise measurements of transcript expression levels and their isoforms than traditional technologies^38^. Another powerful analysis within transcriptomics is construction of co-expression networks which reveal co-expressed (CE) genes with a high connectivity (“hub genes”). Hub genes are often regulatory genes, with major impact on genetic networks and may affect the trait of interest^39–41^. To the authors knowledge, no studies have applied a systems biology approach^36^ to genetic merit of BT. By this approach, findings from DE and CE analyses from RNA-Seq data are integrated in order to enhance discriminatory power of highly associated genes, useful as candidate biomarkers within animal breeding.

The aims of this study were: (i) to detect important DE genes in gene expression profiles of liver and testis in male pigs associated with divergent genetic merit of BT, (ii) to build co-expression networks by application of the Weighted Gene Co-expression Network Analysis (WGCNA) method^42^ and extract important hub genes, (iii) to integrate results and extract candidate biomarkers associated with genetic merit of BT and evaluate their potential within animal breeding (Fig. 1).

**Figure 1:**
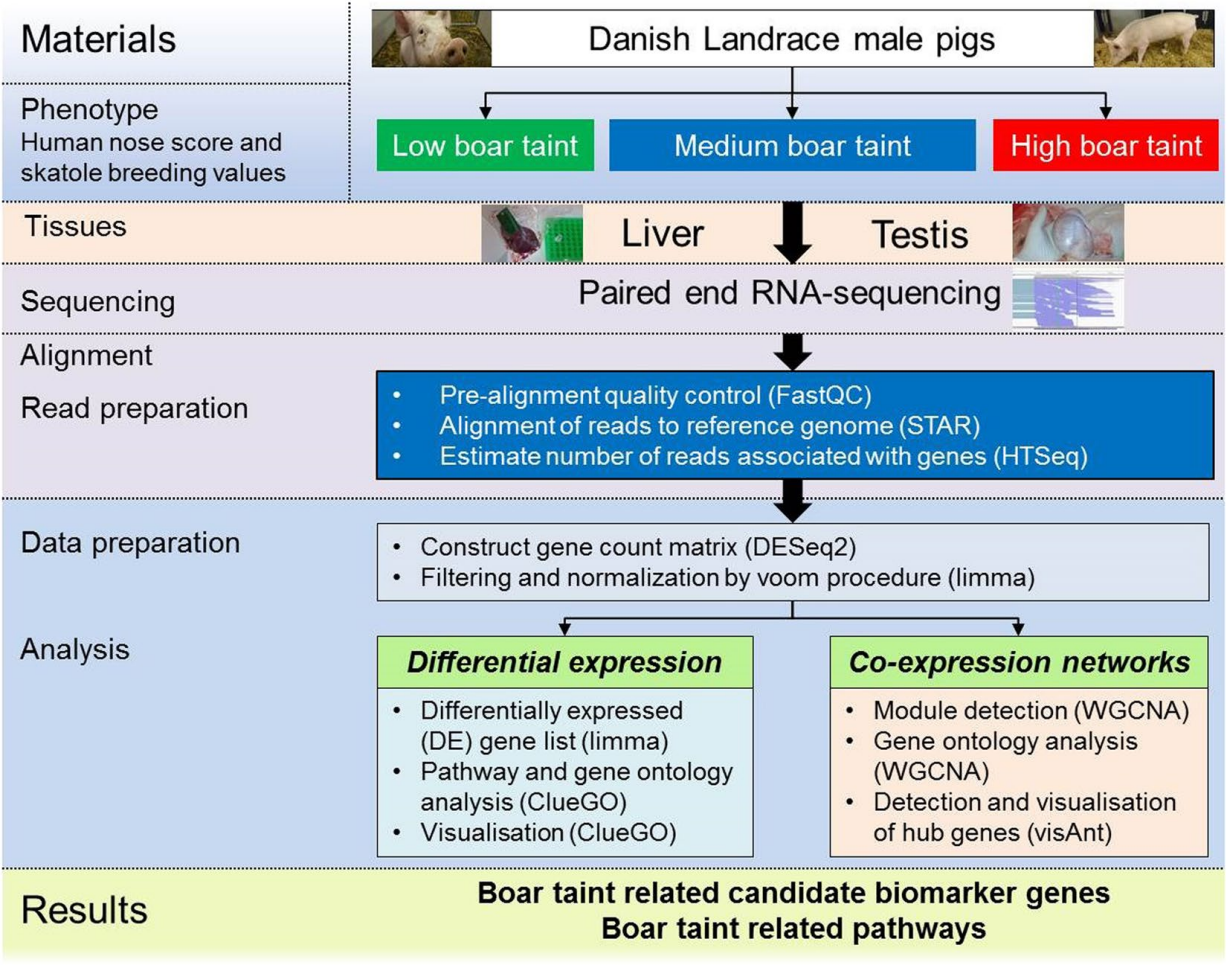
Illustration of the study design. From a total of 114 Landrace male pigs, 48 pigs were grouped as having low, medium and high boar taint (BT) according to estimated breeding values (EBVs) of skatole and human nose score of their respective sires. Each group consisted of 16 pigs. At 100 kg weight, they were slaughtered and two tissues were sampled. Of these, liver and testis tissues were subjected to paired-end RNA sequencing. These were analysed for differentially expressed (DE) genes and co-expressed (CE) genes which were extracted from co-expression networks by a range of statistical methods. In turn, this led to the discovery of candidate biomarkers for BT and BT related pathways.

## Results

### Genetic merit of boar taint

The animal model in this study comprised of commercial Danish Landrace male pigs (*n* = 114). The pigs were produced from sires with known genetic merit of BT assessed from estimated breeding values (EBVs) of skatole concentrations in fat and human nose scores (HNS). The genetic merit of BT was defined as the summarised EBVs calculated as the sum of EBVs of skatole and HNS obtained from the respective sire of each pig. In brief, EBVs are a measure of the relative genetic performance compared with a contemporary group of a trait and used as an industry standard in animal breeding. The full concept, definition and methods used to calculate EBVs are given in Bourdon and Bourbon^43^. Based on the distribution of summarised EBVs, a total of 48 pigs (16 low, 16 medium and 16 high) were selected and used in the analysis, representing a low, medium and high genetic merit of BT. The means of the summarised EBVs (±standard deviation) for each group were 0.71 (±0.19), −0.01 (±0.09) and −0.38 (±0.17) for high, medium and low genetic merit of BT, respectively. A list of selected animals and their EBVs are available in Supplementary file 1.

### RNA sequencing of liver and testis tissue

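Liver and testis of 48 Landrace boars, 16 of each genetic merit of boar taint (BT), gave 96 libraries. The authors mapped the reads to Sus scrofa 10.2 (Ensembl version 79) with STAR and counted them per gene with HTSeq, and the deposited values are these raw counts, without normalisation, for 25322 Ensembl pig genes. The libraries were made with a stranded mRNA kit or, for RNA of lower integrity, with a total RNA kit. In liver, 15 libraries of high BT, 16 of medium BT and 15 of low BT were stranded mRNA libraries and 1 of high BT and 1 of low BT was a total RNA library. In testis, 14 of high BT, 13 of medium BT and 7 of low BT were stranded mRNA libraries, and 2, 3 and 9, respectively, were total RNA libraries. The submitters' file labels also give 3 batches. All stranded mRNA liver libraries were in batch 1. The stranded mRNA testis libraries of high BT were all in batch 2 and those of low BT all in batch 1, whereas those of medium BT were divided into 7 in batch 1 and 6 in batch 2. All total RNA libraries were in batch 3. The number of reads counted on genes ranged from 3864873 to 11627783 (median 8988677) in liver of high BT, from 3728775 to 12156143 (median 10123824) in medium BT and from 4046334 to 11381764 (median 8607995) in low BT. In testis it ranged from 7704963 to 18045966 (median 10115884) in high BT, from 4881825 to 12936206 (median 9478258) in medium BT and from 379942 to 10843322 (median 6990797) in low BT. No 2 libraries held identical counts. Counts were taken as deposited, genes with a mean count above 5 in a tissue were kept, and the high and low BT groups were contrasted with limma on voom values with sample quality weights, in a design with all 3 groups and no covariates.

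**Figure D1:**
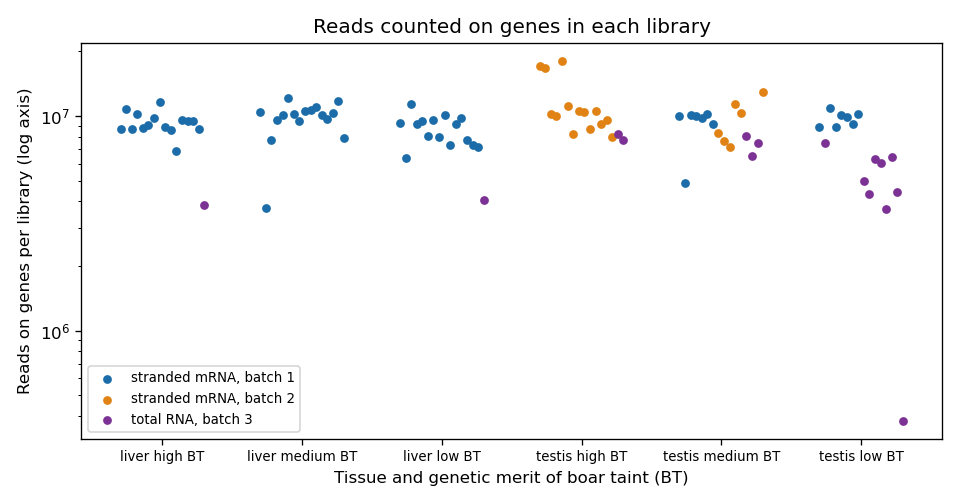
Reads counted on genes in each of the 96 libraries, on a log axis, by tissue and genetic merit of BT, coloured by library kit and batch. One testis library of low BT lies at 379942 reads, below every other library, and the total RNA libraries of testis reach at most 8263479 reads.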

RNA-Seq was performed on liver and testis tissue of the selected pigs. Post-mapping quality control revealed that a mean of 33.25 million reads throughout the 96 samples had been successfully mapped to the reference genome. The number of reads (±SD) aligned to genes in liver and testis tissue were 7.76 (±1.61) million and 7.04 million (±2.44), respectively. 

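Summed over all genes in the deposited counts, the reads on genes per library were 9004569 ± 1859830 (SD, n = 48) in liver and 8973893 ± 3194275 (SD, n = 48) in testis. In testis, the median number of reads on genes was 10032006 over the 34 stranded mRNA libraries and 6371985 over the 14 total RNA libraries. Of the uniquely aligned reads, 67.7% ± 2.90 (SD, n = 34) were assigned to a gene in the stranded mRNA libraries of testis and 44.0% ± 10.7 (SD, n = 14) in the total RNA libraries. The 10 genes of highest count in a library took 6.63% ± 1.30 (SD) of its reads on genes with the stranded mRNA kit and 22.0% ± 4.38 (SD) with the total RNA kit. One total RNA library of low BT had counts on only 940 genes, whereas the other 8 of that group and kit had counts on 17013 to 18376 genes.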

Quality control revealed a distribution of 50.14% exonic reads, 41.29% intergenic reads and 8.57% intronic reads in liver and 47.42% exonic reads, 37.89% intergenic reads and 14.79% intronic reads in testis. After filtering of genes with expression levels equal to or fewer than five counts, the number of genes included in the differential expression and co-expression analyses were 10,545 for liver and 12,731 for testis, respectively.

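A mean count above 5 over the 48 libraries of a tissue was reached by 12225 of the Ensembl genes in liver and by 15334 in testis. These were counted before any translation to human gene symbols, a step that was not repeated here. Without a minimum, 19457 genes in liver and 21951 in testis had at least 1 count in any library. A minimum of 10 counts in every library left 7473 genes in liver but only 515 in testis.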

### Identification of differentially expressed genes

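The contrast of high against low BT gave 411 DE genes among those tested in liver, of which 16 were higher and 395 lower in high BT. In testis it gave 8095 DE genes, of which 4824 were higher and 3271 lower (adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment). The median log2 fold change over all tested genes was -0.07 in liver and 0.11 in testis. At an unadjusted p-value under 0.05 there were 2097 genes in liver and 8926 in testis. The more frequent direction among the DE genes of testis depended on the processing. With TMM factors before voom, 3486 were higher and 3902 lower in high BT. With no minimum count, 4363 were higher and 6183 lower. With only the high and low groups in the fit, 4754 were higher and 3194 lower. With edgeR's quasi-likelihood test and TMM factors, 1 gene in liver and 5 in testis were DE, and these were also among the DE genes of limma. The same test gave 2705 genes in testis when 2 libraries unlike the others were left out, a setting chosen after seeing the data. With the library kit as a covariate, 552 genes in liver and 402 in testis were DE, and 310 of the latter were among the 8095. With batch as a covariate the number in testis was 68.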

Differential expression analysis of liver and testis by contrast of high *vs* low genetic merit of BT from the three-group study design revealed 507 and 5,943 differentially expressed (DE) genes (FDR < 0.05), respectively. An additional filtering step which compared expression profiles for each DE gene throughout the three groups revealed that 241 and 2,315 genes were significantly (*P* < 0.05) different across groups in liver and testis, respectively. 

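A Kruskal-Wallis test over the 3 groups on the voom log2 CPM (log2 of the counts scaled to library size) of each DE gene had an unadjusted p-value under 0.05 for 390 genes in liver, 94.9% of the DE genes, and for 3174 genes in testis, 39.2% of them. When the log2 values were multiplied by the voom weights, which include the sample quality weights, the numbers were 68 and 5426. Such products also differ between libraries by their weights, so they do not compare expression alone. Over all tested genes in testis, 10340 passed on the products and 3555 on the log2 values. In liver these numbers were 1173 and 2665. For both tissues, the paper uses the Kruskal-Wallis test as an additional filter on the DE genes.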

The log-transformed fold change of the DE genes in liver and testis ranged from −3.39 to 2.96 and −7.51 to 3.53, showing substantial gene expression differences. 

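Among the DE genes in liver, the log2 fold change of high against low BT ranged from -3.73 (standard error 0.84, limma adjusted p = 0.0161) for ENSSSCG00000022796 to 2.60 (standard error 0.75, limma adjusted p = 0.0426) for ENSSSCG00000003824. In testis it ranged from -7.72 (standard error 1.78, limma adjusted p = 0.000376) for ENSSSCG00000018309 to 3.84 (standard error 0.66, limma adjusted p = 1.18e-05) for ENSSSCG00000025162. The files do not pair these identifiers with gene names. The liver gene at the lower end had 0 counts in 6 of the 16 livers of high BT and in 1 of low BT, and its log2 CPM was -0.86 ± 3.27 (SD, n = 16) in high BT and 2.93 ± 2.02 (SD, n = 16) in low BT. The liver gene at the upper end had a mean count of 5.94, close to the minimum of 5. It had 0 counts in 4 of the 16 livers of high BT and in 12 of low BT. For the testis gene at the lower end, the median log2 CPM was -0.40 in high BT, -0.74 in the 7 stranded mRNA libraries of low BT and 9.81 in the 9 total RNA libraries of low BT. For the testis gene at the upper end, the corresponding medians were 11.87, 11.87 and 6.17. With the library kit as a covariate, the log2 fold changes of these testis genes were -0.44 (limma adjusted p = 0.636) and -0.04 (limma adjusted p = 0.960). From the range over the DE genes, the paper states that gene expression differed substantially between the groups.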

The top significant DE genes were *MORN2*, *AASDHPPT*, *SPCS3*, *SEC*. *11* *C* and *NDUFC1* in liver and *LAMP1*, *TNPO1*, *TOPORS*, *GFPT1* and *COX4I1* in testis. The top 25 most significant DE genes found in liver and testis are presented in Table 1 and Table 2, respectively. Full result tables are included in Supplementary file 2.

**Table 1:** Top 25 differentially expressed (DE) genes from liver.

Gene	Description	logFC^a^	FDR^b^	K-W *P*.
*MORN2*	MORN repeat containing 2	−0.83	0.007	0.0043
*AASDHPPT*	aminoadipate-semialdehyde dehydrogenase-phosphopantetheinyl transferase	−0.62	0.009	0.011
*SPCS3*	signal peptidase complex subunit 3	−0.64	0.009	0.073
*SEC*. *11 C*	SEC11 homolog C, signal peptidase complex subunit	−0.73	0.009	0.024
*NDUFC1*	NADH:ubiquinone oxidoreductase subunit C1	−0.76	0.009	0.0079
*ZNF181*	zinc finger protein 181	−0.58	0.009	0.0012
*ARL5A*	ADP ribosylation factor like GTPase 5A	−0.66	0.009	0.0023
*NEURL1*	neuralized E3 ubiquitin protein ligase 1	−1.30	0.009	0.0053
*EIF1AY*	eukaryotic translation initiation factor 1A, Y-linked	−0.60	0.009	0.011
*SGPP1*	sphingosine-1-phosphate phosphatase 1	−0.74	0.009	0.0044
*PLGRKT*	plasminogen receptor, C-terminal lysine transmembrane protein	−0.65	0.009	0.024
*SFR1*	SWI5-dependent homologous recombination repair protein 1	−1.28	0.009	0.0049
*ATP5H*	ATP synthase, H+ transporting, mitochondrial Fo complex subunit D	−0.86	0.009	0.019
*KBTBD3*	kelch repeat and BTB (POZ) domain containing 3	−0.69	0.009	0.0068
*DUS4L*	dihydrouridine synthase 4-like	−0.59	0.009	0.02
*MED21*	mediator complex subunit 21	−0.62	0.009	0.015
*COMMD8*	COMM domain containing 8	−0.74	0.010	0.016
*SNX14*	sorting nexin 14	−0.61	0.010	0.058
*ACTR6*	ARP6 actin-related protein 6 homolog (yeast)	−0.60	0.010	0.056
*MOCS2*	molybdenum cofactor synthesis 2	−0.79	0.010	0.039
*PDCD10*	programmed cell death 10	−0.62	0.010	0.018
*ZBTB8OS*	zinc finger and BTB domain containing 8 opposite strand	−0.58	0.011	0.068
*METTL23*	methyltransferase like 23	−0.62	0.011	0.014
*NIPSNAP3B*	nipsnap homolog 3B (C. elegans)	−0.49	0.011	0.014
*IKBIP*	IKBKB interacting protein	−1.03	0.011	0.011

^a^LogFC = the log2 transformed fold change obtained from the limma procedure.

^b^FDR = the Benjamini-Hochberg (FDR) procedure adjusted *P* value obtained from the limma procedure.

^c^K-W *P*. = the *P* value obtained from Kruskal Wallis test of expression profile from each gene throughout the three groups.

Abbreviations: *LogFC* log transformed fold change, *FDR* False Discovery Rate, *K-W* Kruskal Wallis.

**Table 2:** Top 25 differentially expressed (DE) genes from testis.

Gene	Description	logFC^a^	FDR^b^	K-W *P*.
*LAMP1*	lysosomal-associated membrane protein 1	0.73	8.077E-06	0.015
*TNPO1*	transportin 1	−0.81	8.077E-06	1.20E-05
*TOPORS*	topoisomerase I binding, arginine/serine-rich, E3 ubiquitin protein ligase	−0.56	8.077E-06	7.10E-06
*GFPT1*	glutamine–fructose-6-phosphate transaminase 1	−0.82	1.139E-05	0.00019
*COX4I1*	cytochrome c oxidase subunit IV isoform 1	0.77	1.139E-05	0.059
*RLF*	rearranged L-myc fusion	−0.70	1.139E-05	7.70E-05
*C17orf62*	chromosome 17 open reading frame 62	0.91	1.139E-05	1.20E-05
*KIAA1109*	KIAA1109	−1.24	1.139E-05	0.00063
*RAB5C*	RAB5C, member RAS oncogene family	0.67	1.139E-05	0.008
*IRGC*	immunity-related GTPase family, cinema	0.99	1.139E-05	0.023
*LRPAP1*	LDL receptor related protein associated protein 1	0.52	1.181E-05	0.015
*MZT2A*	mitotic spindle organizing protein 2 A	0.93	1.181E-05	0.0054
*ZNF3*	zinc finger protein 3	−1.59	1.181E-05	0.00043
*KANSL1L*	KAT8 regulatory NSL complex subunit 1 like	−1.22	1.182E-05	0.00056
*EXOC5*	exocyst complex component 5	−1.05	1.302E-05	0.00043
*MAF1*	MAF1 homolog, negative regulator of RNA polymerase III	0.57	1.302E-05	3.00E-04
*PARPBP*	PARP1 binding protein	−1.54	1.302E-05	0.00051
*HLTF*	helicase-like transcription factor	−1.04	1.372E-05	0.00021
*ATR*	ATR serine/threonine kinase	−0.62	1.372E-05	5.50E-05
*ZYG11B*	zyg-11 family member B, cell cycle regulator	−1.19	1.372E-05	0.00077
*HNRNPAB*	heterogeneous nuclear ribonucleoprotein A/B	0.64	1.372E-05	0.015
*PFN1*	profilin 1	0.62	1.372E-05	0.0052
*EDF1*	endothelial differentiation-related factor 1	1.45	1.372E-05	0.029
*SLC25A39*	solute carrier family 25 member 39	0.86	1.372E-05	0.056
*CREBRF*	CREB3 regulatory factor	−1.41	1.372E-05	0.003

^a^LogFC = the log2 transformed fold change obtained from the limma procedure.

^b^FDR = the Benjamini-Hochberg (FDR) procedure adjusted *P* value obtained from the limma procedure.

^c^K-W *P*. = the *P* value obtained from Kruskal Wallis test of expression profile from each gene throughout the three groups.

Abbreviations: *LogFC* log transformed fold change, *FDR* False Discovery Rate, *K-W* Kruskal Wallis.

### Gene functional enrichment analysis

Gene functional enrichment analysis revealed a total of 39 and 421 significantly enriched (Adj. *P*-val. < 0.05) gene ontology (GO) terms in liver and testis, respectively (Supplementary file 3). Subsequent filtering of redundant GO terms by semantic similarity further reduced the amount in order to visually represent the most enriched terms in each tissue (Fig. 2). In liver, “Peptide metabolic processes” (Adj. *P*-val. = 1.1 × 10^−4^) were the most significantly enriched GO terms of Biological Process (BP), “Mitochondrial proton-transporting ATP synthase complex, coupling factor F(o)” (Adj. *P*-val. = 0.9 × 10^−7^) were the most significantly enriched Cellular Component (CC) terms and”Transferase activity, transferring one-carbon groups” (Adj. *P*-val. = 1.8 × 10^−2^) were the most significantly enriched Molecular Function (MF) terms (Fig. 2a). In testis, the GO terms “Organelle organization” (Adj. *P*-val. = 1.8 × 10^−50^) were the most significantly enriched BP, “Intracellular part” (Adj. *P*-val. = 4.4 × 10^−115^) were the most significantly enriched CC and finally, “Transmembrane signalling receptor activity” (Adj. *P*-val. = 1.0 × 10^−61^) were the most significantly enriched MF (Fig. 2b). A total of 11 GO terms were found to be significantly (Adj. *P*-val. < 0.05) enriched in both tissues which comprised 5 BP and 6 CC terms. According to results obtained from each individual tissue, the most significantly enriched common GO terms were “Mitochondrion” (Adj. *P*-val. = 3.2 × 10^−5^), “Peptide metabolic process” (Adj. *P*-val. = 1.1 × 10^−4^) and “Cellular amide metabolic process” (Adj. *P*-val. = 1.9 × 10^−4^) in liver and “Catalytic complex” (Adj. *P*-val. = 1.0 × 10^−25^), “Transferase complex” (Adj. *P*-val. = 5.0 × 10^−20^) and “Ribonucleoprotein complex biogenesis” (Adj. *P*-val. = 1.9 × 10^−5^) in testis.

**Figure 2:**
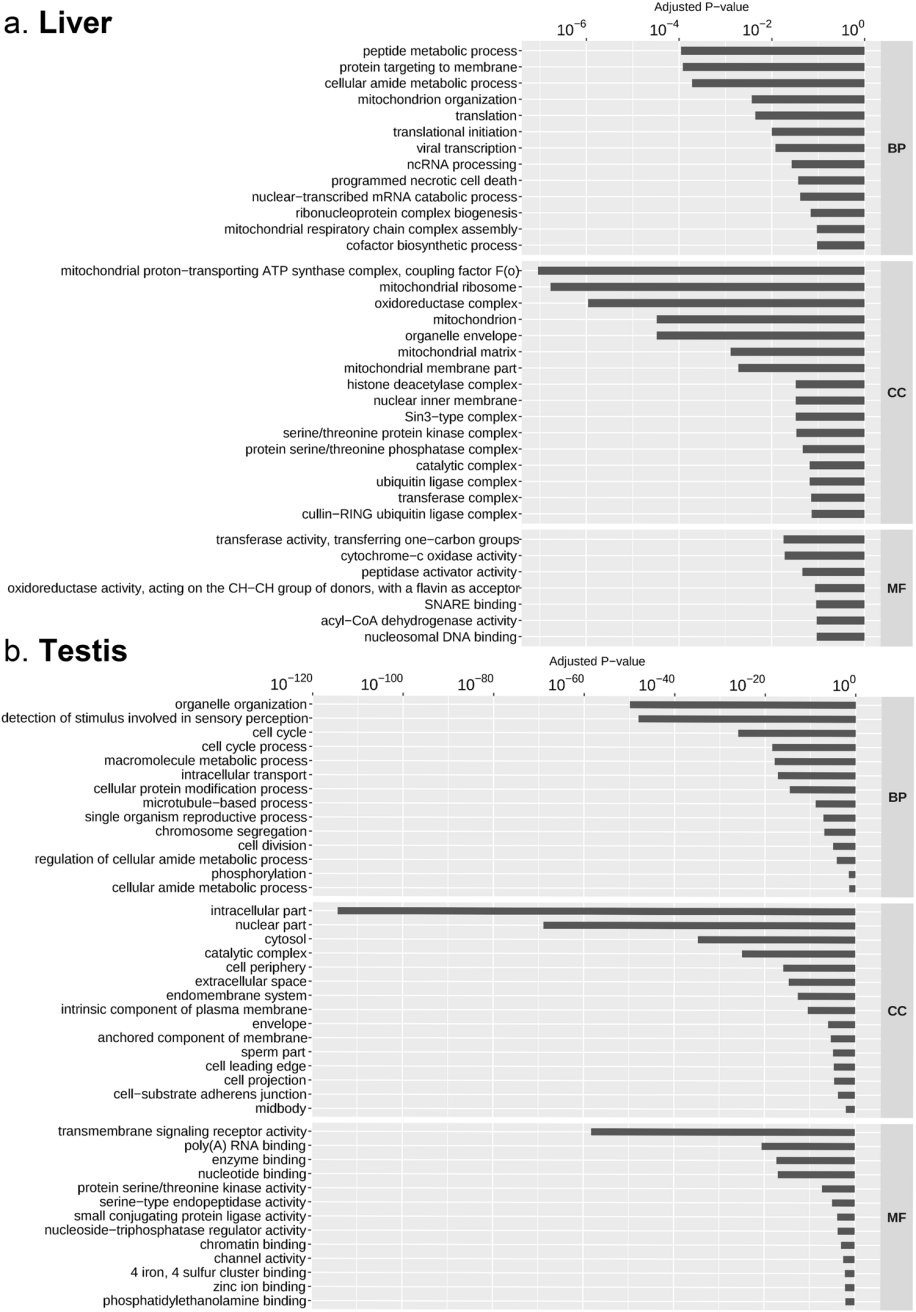
Bar plot of enriched gene ontology (GO) terms of (**a**) liver and (**b**) testis. Y-axis indicates the GO term, X-axis indicates the adjusted *P*-value. Abbreviations: *BP* Biological process, *CC* cellular component, *MF* molecular function.

Gene functional enrichment analysis of a fixed number (*n* = 507) of the top DE genes from each tissue revealed the MF GO terms “Transferase activity, transferring one-carbon groups”, “S-adenosylmethionine-dependent methyltransferase activity”, “Cytochrome-C oxidase activity” with child GO term “Hydrogen ion transmembrane transporter activity” and “Peptidase activator activity” with child GO term “Cysteine-type endopeptidase regulator activity involved in apoptotic process” significantly enriched (Adj. *P*-val. < 0.05) in liver. Furthermore, “Translation factor activity, RNA binding”, “Helicase activity”, “Ubiquitin-protein transferase activity”, “ Lysine-acetylated histone binding”, “Peptide N-acetyltransferase activity”, “P-P-bond-hydrolysis-driven transmembrane transporter activity” and “NAD + binding” were significantly enriched (Adj. *P*-val. < 0.05) in testis. The MF GO terms from both tissues were visualised with the DE genes mapped to their corresponding GO terms and the expression levels in the “low BT” and “high BT” groups for liver (Fig. 3a) and testis (Fig. 3b).

**Figure 3:**
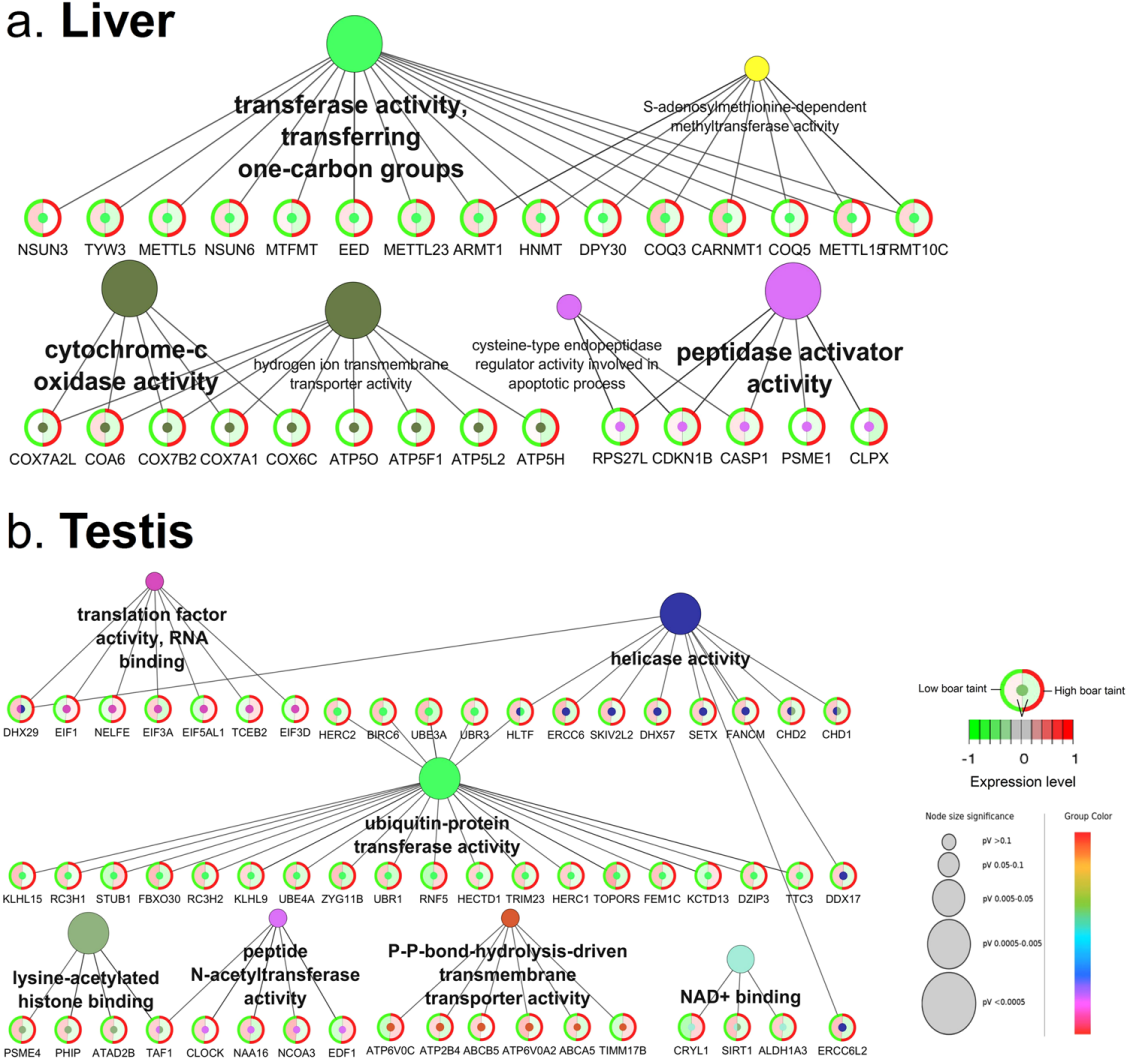
Network visualisation of molecular function gene ontology terms found in (**a**) liver and (**b**) testis obtained by from a fixed amount of the top 507 differentially expressed genes. Each term is represented by a circle whose diameter is negatively correlated with the adjusted *P* value (pV). Each node represents a gene where the expression levels are indicated in the circle where the green group (left side) represents the expression level in low BT group and the red group (right side) represents the expression level in high BT group.

### Pathway enrichment analysis

Pathway analysis revealed six and 20 significantly enriched (Adj. *P*-val. < 0.05) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in liver and testis, respectively (Supplementary file 4). The top three significantly enriched pathways found were “Ribosome” (Adj. *P*-val. = 5.0 × 10^−4^), “Protein export” (Adj. *P*-val. = 6.4 × 10^−4^) and “Alzheimer’s disease” (Adj. *P*-val. = 4.3 × 10^−3^) in liver and “Neuroactive ligand-receptor interaction” (Adj. *P*-val. = 1.1 × 10^−9^), “Cytokine-cytokine receptor interaction” (Adj. *P*-val. = 1.1 × 10^−6^) and “Thyroid hormone signalling pathway” (Adj. *P*-val. = 7.8 × 10^−5^) in testis. A selection of pathways deemed biologically interesting were visualised with their DE genes mapped to their corresponding pathways and the expression levels in the “low BT” and “high BT” in liver (Fig. 4a) and testis (Fig. 4b). These pathways were “Ribosome”, “Oxidative phosphorylation”, “Gluthathione metabolism”, “Protein export”, “Folate biosynthesis” and “Drug metabolism” in liver and “Taste transduction”, “GnRH signalling pathway”, “Drug metabolism”, “Steroid hormone biosynthesis” and “Gap junction” in testis.

**Figure 4:**
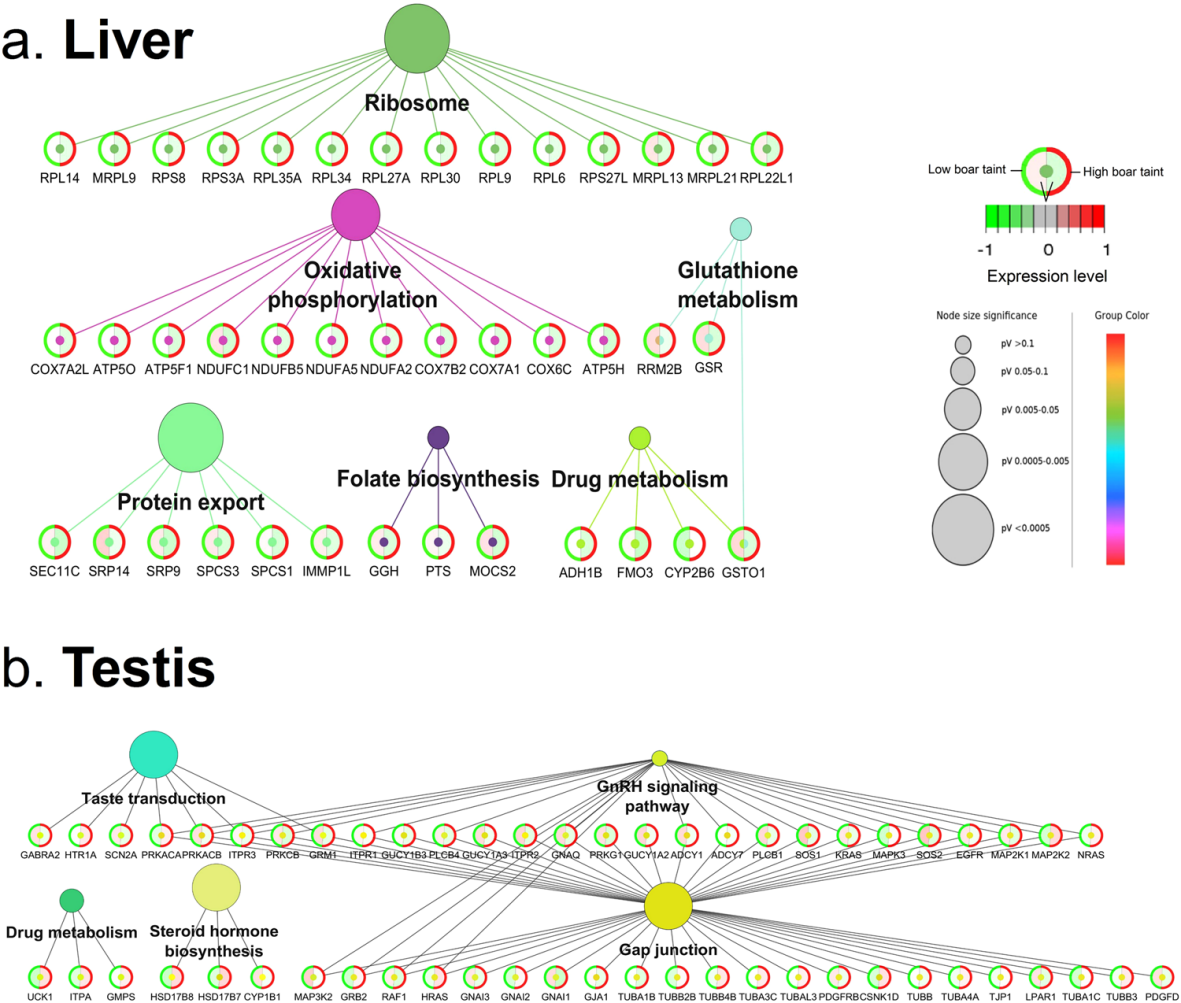
Network visualisation of a selection of the most biologically interesting and overrepresented pathways in (**a**) liver and (**b**) testis. Each pathway is represented by a circle whose diameter is negatively correlated with the adjusted *P*-value (pV) of the given term. Each node represents a gene where the expression levels are indicated in the circle where the green group (left side) represents the expression level in low BT group and the red group (right side) represents the expression level in high BT group.

### Co-expression network analysis

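Co-expression modules were built from the log2 CPM of the 7500 most highly expressed genes of the 48 livers, with Pearson's correlation raised to the power of 10, topological overlap, average linkage and at least 30 genes per module. The dendrogram was divided at a single height in place of the DynamicTreeCut algorithm, so the modules carry no colours of WGCNA. This gave 29 modules of 32 to 1189 genes in liver. The correlation of their eigengenes with genetic merit, coded low, medium and high, ranged from -0.33 to 0.27. Of the 29 modules, 1 had an unadjusted p-value under 0.05. In that module of 219 genes, Pearson's r was -0.330 (permutation test, two-sided, p = 0.0211) and Spearman's rho was -0.374 (permutation p = 0.00936), and the Benjamini-Hochberg adjusted p over the 29 modules was 0.491. Without the 2 livers farthest from the median eigengene, r was -0.459. In the 46 stranded mRNA libraries alone, r of this eigengene was -0.331 (permutation p = 0.0251). By Spearman's rho, a module of 651 genes (rho = -0.319, permutation p = 0.0289) and one of 58 genes (rho = -0.289, permutation p = 0.0470) also had an unadjusted p-value under 0.05. The paper selected its lightgreen module for additional analysis because of its tendency of association with genetic merit.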

In liver, no modules were found to be significantly (*P* < 0.05) associated with genetic merit of BT, but one module (*lightgreen*) containing 593 genes was found to have a strong tendency of association with genetic merit of BT (*P* = 0.06) with a negative correlation (module-trait relationship (r) = −0.27). Hence, the module was selected for additional analysis. *SERPINC1*, *PRDX3*, *HSD17B8*, *GSTZ1* and *NIT1* were found to be hub genes (Fig. 5a). The intramodular connectivity defined as the node degree (*k*) (links per node) of the individual hub gene ranged from 23 to 36 and module membership measure ranged from 0.77 to 0.84. Enrichment analysis of the genes from the *lightgreen* module revealed “Small molecule catabolic process”, “Lipid metabolic process” and “Cofactor metabolic process” as the top three significantly (adj. *P*-val. < 0.05) enriched BP GO terms (Fig. 5b). Due to its biological relevance, GO term “Organic hydroxyl compound metabolic process” was selected for further analysis which revealed child GO terms of “Cellular hormone metabolic process”, “Hormone metabolic process”, “Steroid metabolic process”, “Cholesterol metabolic process” and “Lipid homeostasis” (Fig. 5c).

**Figure 5:**
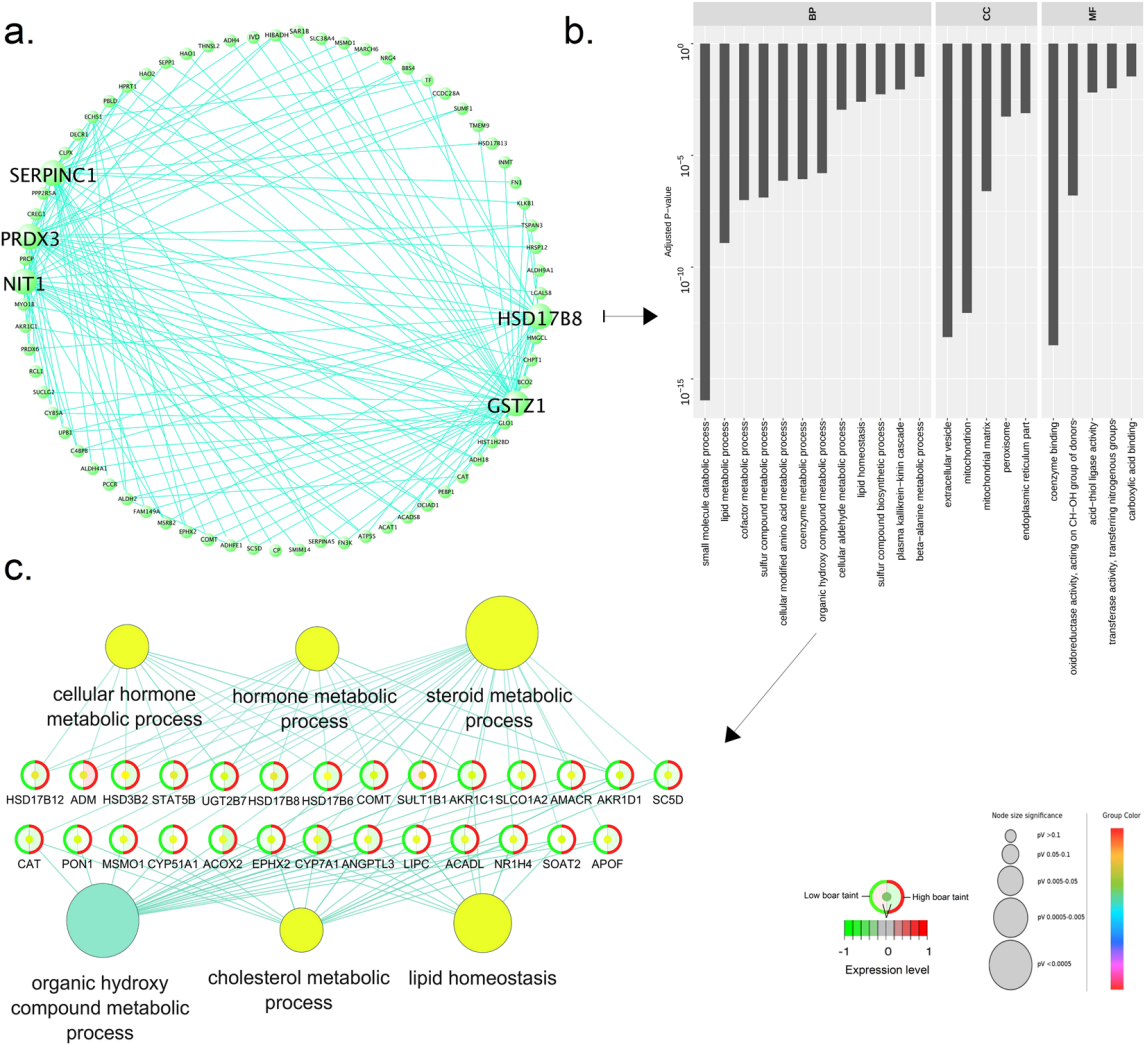
Composite visualisation of the *lightgreen* module in liver. (**a**) Network visualisation of hub genes in the module. Hub genes are indicated by large font and circle size; (**b**) Bar plot of gene ontology (GO) terms related to the module. Y-axis indicate the GO term, X-axis indicate the adjusted *P*-value and (**c**) analysis of genes related to the GO term “Organic hydroxy compound metabolic process”. Abbreviations: *BP* Biological process, *CC* cellular component, *MF* molecular function.

In testis, two modules were found to be significantly (*P* < 0.05) associated with genetic merit of BT: *darkgreen* and *tan* containing 180 and 519 genes, respectively. Furthermore, the *darkturquoise* module was found to have a tendency of association with genetic merit of BT (*P* = 0.05). 

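Modules built in the same way from the 48 testes numbered 7 and held 7267 of the 7500 genes. Their dendrogram was divided at a height of 0.8, the lowest of those searched. Of the 7, 1 module of 3363 genes had an unadjusted p-value under 0.05 for its correlation with genetic merit. Its Pearson's r was 0.244 (permutation p = 0.00185, adjusted p = 0.0129 over the 7 modules) and Spearman's rho was 0.438 (permutation p = 0.00204). Without the 2 testes farthest from the median eigengene, r was 0.422, and in the 34 stranded mRNA libraries it was 0.371 (permutation p = 0.0305). By Spearman's rho, a module of 33 genes (rho = 0.411, permutation p = 0.00416) and one of 80 genes (rho = 0.309, permutation p = 0.0321) also had an unadjusted p-value under 0.05. Modules built from the 34 stranded mRNA testes alone numbered 14, with r between -0.07 and 0.32 and none with an unadjusted p-value under 0.05. The highest r there was 0.321 in a module of 30 genes (permutation p = 0.0641, adjusted p = 0.506 over the 14 modules), with a Spearman's rho of 0.320 (permutation p = 0.0654) and an r of 0.369 without the 2 farthest testes. Leaving out the 2 farthest testes of each module moved r from -0.003 to -0.349 in the module of 4447 genes. In one of 31 genes it moved from 0.279 to 0.392, and in one of 47 genes from 0.238 to 0.159. The narrow range thus rests in part on these testes, and no p-value was computed without them. These 34 libraries held high BT only in batch 2 and low BT only in batch 1, so merit and batch could be separated in them only through the testes of medium BT. The total RNA testes were too few per group for modules of their own. Modules built without 2 libraries unlike the others, a setting chosen after seeing the data, numbered 15, with r between -0.28 and 0.51. They held 5332 genes, so the division into modules changed with these 2 libraries. The p-value of the module of 3363 genes rests on the division that included them. Of the 15 modules, 6 had an unadjusted p-value under 0.05, and 3 an adjusted p-value under 0.05 over the 15 modules. In the 33 stranded mRNA libraries of this set, the eigengenes of these 3 had an r with merit of 0.335, 0.310 and 0.478. Their r with the library kit over the 46 libraries was -0.780, -0.303 and -0.696.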

The module *darkgreen* containing 180 genes was positively correlated with the summarised EBVs (r = 0.31), whereas *tan* had a negative correlation (r = −0.49). *COPZ2*, *RAMP2*, *VDAC1* and *SLC25A6* were found to be hub genes in the *darkgreen* module (Fig. 6a) with intramodular connectivity ranging from 24 to 35 and module membership measure ranging from 0.34 to 0.53. The top three most significantly (adj. *P*-val. < 0.05) enriched BP GO terms attributed to *darkgreen* module were “Carboxylic acid catabolic process”, “Small molecule catabolic process” and “Sterol molecule metabolic process” (Fig. 6b). The GO term “Sterol metabolic process” was selected for further analysis which revealed further GO annotations of “Cholesterol biosynthetic process”, “Coenzyme binding”, “Flavin adenine dinucleotide binding”, “Oxidoreductase activity, acting on the CH-CH group of donors”, and “Oxidoreductase activity, acting on the CH-CH group of donors, NAD or NADP as acceptor” (Fig. 6c). Full result tables from co-expression analysis are included in Supplementary file 5.

**Figure 6:**
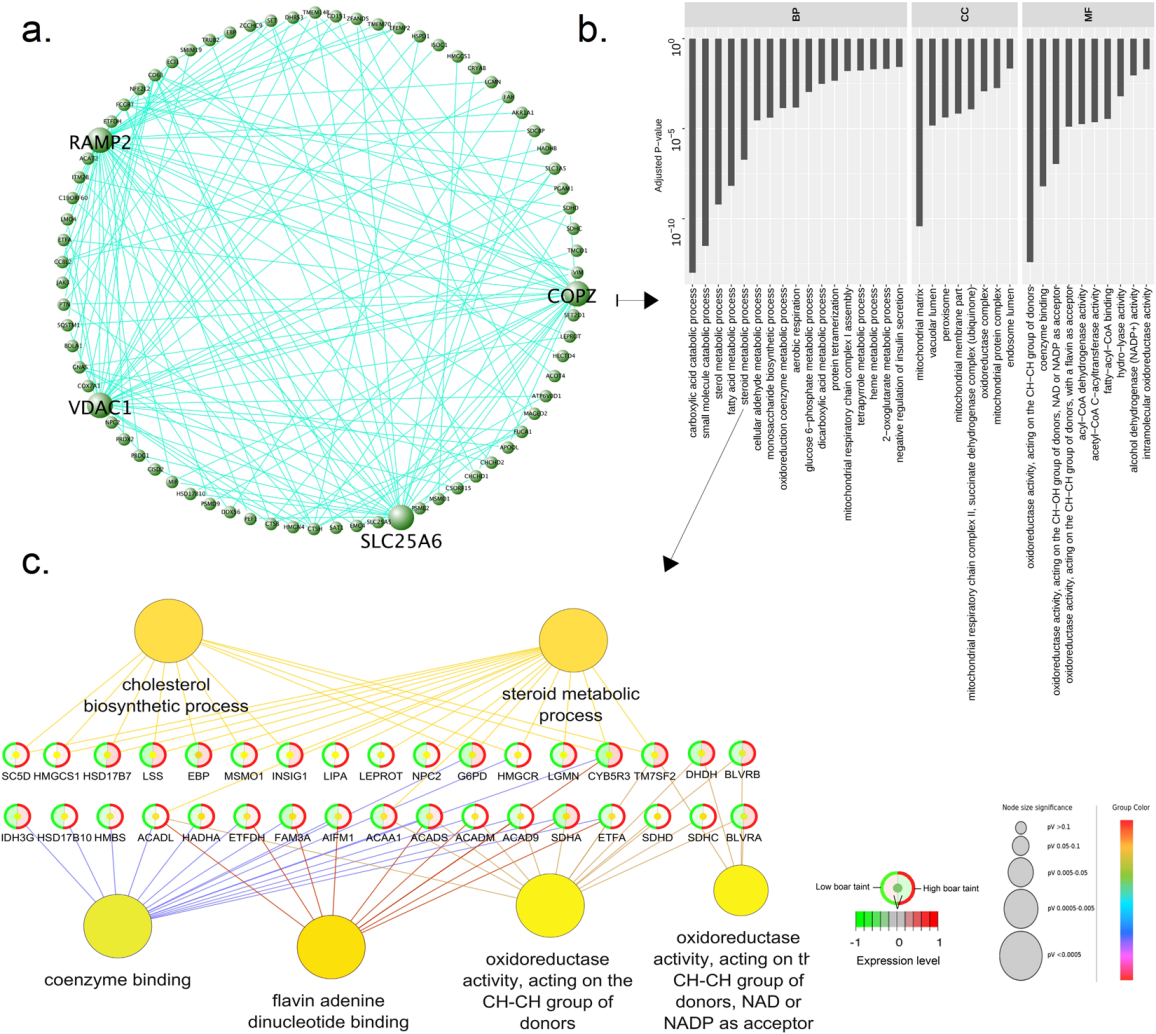
Composite visualisation of the *darkgreen* module in testis. (**a**) Network visualisation of hub genes in the module. Hub genes are indicated by large font and circle size; (**b**) Bar plot of gene ontology (GO) terms related to the module. Y-axis indicates the GO term, X-axis indicates the adjusted *P*-value and (**c**) analysis of genes related to the GO term “Steroid metabolic process”. Abbreviations: *BP* Biological process, *CC* cellular component, *MF* molecular function.

### Candidate biomarker selection

By combining results from differential expression analysis with co-expression analysis and applying a reductionist strategy, a total of 16 candidate biomarkers were detected as potential biomarkers: *COQ3*, *COX6* *C*, *GSTO1*, *GSR*, *FMO3*, *CYP2J2*, *CYP2B6* and *ACOX2* in liver (Fig. 7a) and *HSD17B7*, *HSD17B8*, *MAPK3*, *MAP2K2*, *MAP3K2*, *STARD10*, *CYB5R3* and *CYP27A1* in testis (Fig. 7b). 

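With the library kit as a covariate in the limma fit and its effect removed from the values of the Kruskal-Wallis test, 543 genes in liver and 378 in testis were DE and also had a Kruskal-Wallis p-value under 0.05. In the stranded mRNA libraries alone, the number was 438 in liver and 192 in testis. These testis libraries held high BT only in batch 2 and low BT only in batch 1. Merit and batch could therefore be separated in them only through medium BT. With batch as a covariate, 68 testis genes were DE, and the Kruskal-Wallis test was not run on that fit. The files do not pair the identifiers of genes in any of these sets with symbols, so individual candidates were not looked up among them.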

Briefly, the reductionist strategy comprised selection of candidate biomarkers from genes that were found as significant (FDR < 0.05) in the differential expression analysis and significant (*P* < 0.05) in additional filtering by expression profile comparison. Furthermore, the genes were either: (i) annotated to relevant GO terms and/or pathways and/or (ii) part of a co-expression module associated with genetic merit of BT.

**Figure 7:**
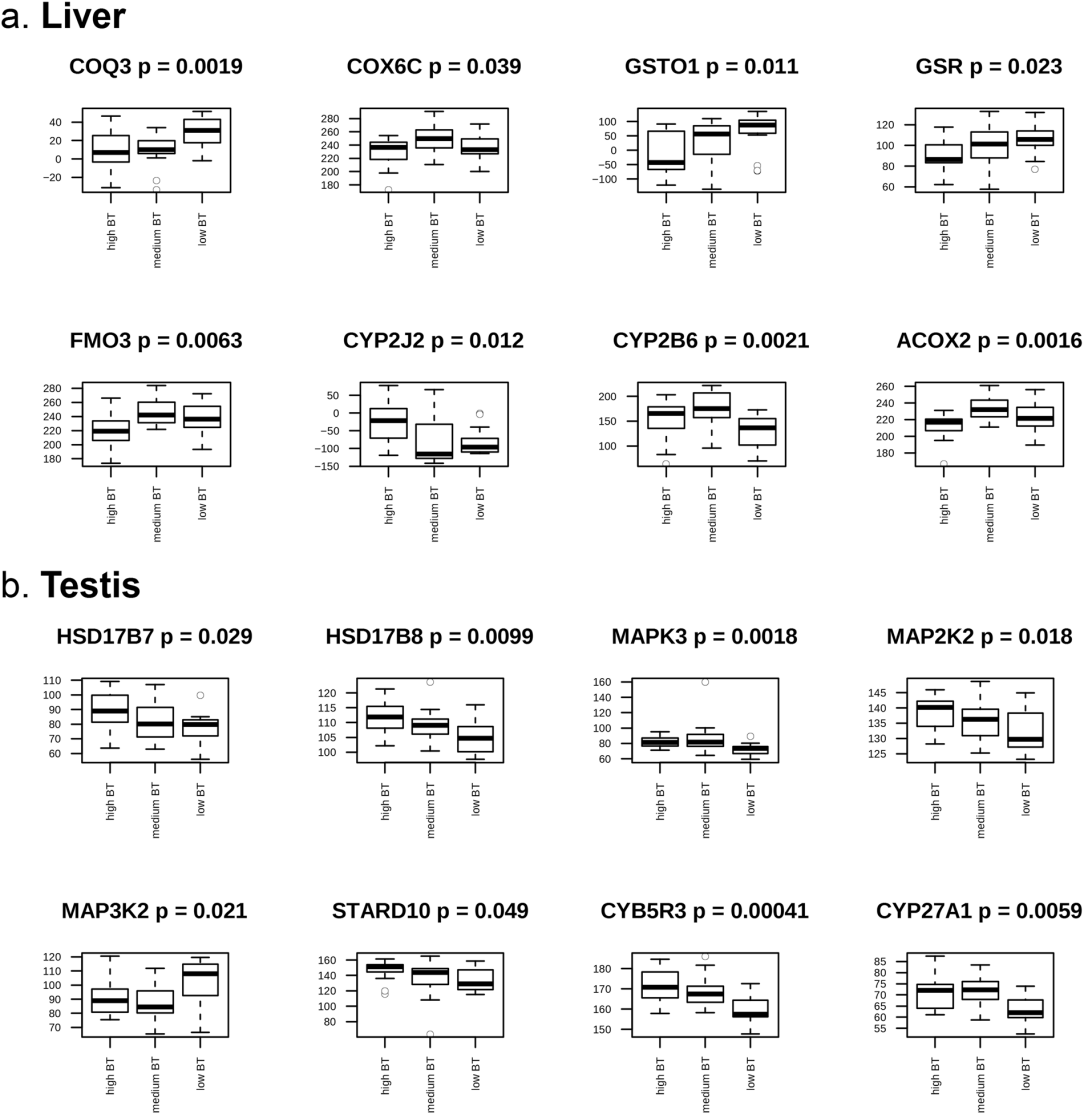
Selected candidate biomarkers with their associated box plot from (**a**) liver and (**b**) testis. Y-axis indicates normalised expression levels. X-axis indicates low, medium and high boar taint (BT) groups. Finally, the *P*-value (p) indicates the result from a separate Kruskal-Wallis test on expression levels of the candidate biomarker throughout the three BT groups.

## Discussion

In this study, candidate biomarkers associated with divergent genetic merit of boar taint (BT) was identified from RNA sequencing (RNA-Seq) of liver and testis of Danish Landrace pigs. The genetic merit of BT was defined from the estimated breeding values (EBVs) of skatole concentrations and human nose score (HNS) obtained from the sires of each pig. The HNS method has been shown to be a rapid, sensitive and cost-effective system with good correlations with androstenone and skatole levels and contains the ability to capture subjective variation not obtained by laboratory assays^44^. However, the HNS method is prone to some limitations that are intrinsically linked to using human beings as trained panellists: (i) regional differences in panels perception of BT compounds and training of panellists^45^; (ii) moderate reproducibility due to differences in human sensitivity and perception of BT even in experienced panellists^46^ and (iii) accuracy of panels is related to the number of panellists and their individual olfactory acuity^47^. The EBVs (the relative genetic performance compared with a contemporary group^43^) were calculated by Genomic BLUP Animal Models^48,49^ and is used by breeding organisations as a measure of genetic merit. This is related to the advantage of EBVs which can be calculated for a large number of animals without phenotypic data via their pedigree or genomic relationship with animals having phenotypic data by a Best Linear Unbiased Prediction (BLUP) framework. Collecting phenotypic data of BT traits on large number of animals is also very prohibitive. As this study was concerned with animal breeding under industry settings, we integrated EBVs from the breeding sires with gene expression profiles of their progeny to find candidate biomarkers associated with genetic merit of BT. Hence, biomarkers will be able to identify pigs with low genetic merit of BT for selection, before they develop BT and have the trait recorded which is of high relevance in practical and cost-effective breeding programs. The EBVs were adjusted for age (in days) and carcass weight (in kg) at slaughter. Thus, systematic differences in sexual maturation between pigs were accounted for in order to ensure consistent steroidogenic potential in the three groups, as warranted in previous research^33^. Gene expression profiles were not subjected to further correction by any covariates other than technical normalisation. 

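In testis the library kit and the batch differed between the merit groups. All total RNA testis libraries were in batch 3, and by the paper's methods this kit was used for RNA of lower integrity, so a difference between kits is also one of batch and RNA integrity. Among the 16 testes of low BT, 8550 genes differed between the 9 total RNA and the 7 stranded mRNA libraries (limma adjusted p-value under 0.05), and 577 did by edgeR's quasi-likelihood test. Among the 13 stranded mRNA testes of medium BT, 0 genes differed between the 7 of batch 1 and the 6 of batch 2, and 1596 had an unadjusted p-value under 0.05. Within batch 1, 0 genes differed between 7 testes of medium BT and 7 of low BT, and 2247 had an unadjusted p-value under 0.05. Within batch 2, 1 gene differed between 14 testes of high BT and 6 of medium BT, and 635 had an unadjusted p-value under 0.05. High and low BT shared no batch of stranded mRNA libraries, so this pair of groups could not be compared within one; in batch 3 they had 2 and 9 libraries. Across the 15334 genes, which are not independent replicates, the log2 change of total RNA against stranded mRNA in the medium group (3 and 13 testes) had a Pearson's r of -0.859 and a Spearman's rho of -0.775 with the change of high against low BT. For the change of high against low BT in liver, over the 11406 genes tested in both tissues, r was -0.150. The paper reasons that the adjustment of the EBVs for age and carcass weight accounted for differences in maturation between pigs.

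**Figure D2:**
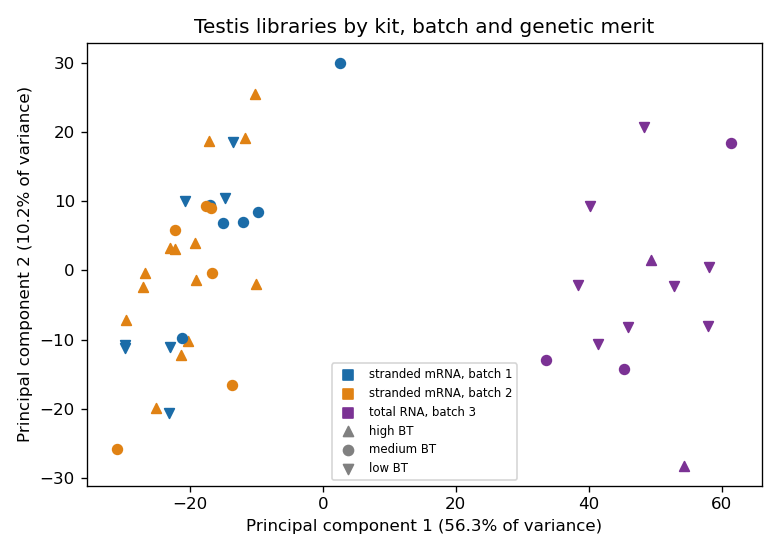
The first and second principal components of the log2 CPM of 46 testis libraries, which held 56.3% and 10.2% of the variance, by library kit, batch and genetic merit of BT; 2 libraries far from all others were left out. On the first component, the total RNA libraries lie from 33.6 to 61.5 and the stranded mRNA libraries from -30.9 to 2.66.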

Previous work found EBVs as a very reliable phenotype indicator^50^ and they have been successfully applied in gene co-expression analysis^51^.

A shortcoming of the current study is the lack of phenotypic data. Due to the commercial nature of the pigs, we did not have access to phenotypic measurements. In a previous study by Lervik, *et al*.^50^, the correlation between EBVs of androstenone and the androstenone phenotype was high. On the other hand, skatole has a slightly lower heritability than androstenone^30^ and we expect some disparity due to lack of correlation between EBVs and phenotype in the individual pig at slaughter weight (~100 kg). Thus, the lack of phenotypic data means that any disparity between genetic merit and BT phenotype cannot be identified or quantified. However, we emphasise that the current study identifies candidate biomarkers of genetic merit of BT and the candidate biomarkers found in this study cannot be used directly for phenotype identification without prior validation.

Liver metabolism of xenobiotic substances is divided into two phases: phase I metabolism which comprises oxidation, reduction and hydroxylation steps to make the substrate more soluble in water by adding or exposing a functional group and phase II sulfoconjugation which adds polar groups for increased hydrophilicity and excretion^52,53^. Related to the phase II sulfoconjougation, transferase activity was found to be highly enriched GO term in liver, but not in testis (Fig. 2a). Transferases are a large group of enzymes involved in transfer of specific functional groups from one molecule to another and previous studies have indicated their importance in catalysis of phase II sulfoconjugation of 16-androstene steroids in liver and testis^52,54^. All eleven DE genes annotated to “Single-carbon transferase activity” in liver (Fig. 3a) were downregulated in high BT pigs, indicating a strong decrease in phase II metabolism of BT compounds. Furthermore, transferase activity was found enriched in both tissues which emphasises the importance of transferase-related genes of BT. Interestingly, *COQ3* encodes an O-methyltransferase that is required for two steps in the biosynthetic pathway of coenzyme Q 10 (CoQ10). CoQ10 is involved in the respiratory chain and participates in aerobic cellular respiration which generates energy in the form of ATP^55^. In mammals, tissues with high energy demands, such as heart, liver and kidney, have the highest CoQ10 concentrations^56,57^. As the BT condition is dependent on the level of liver degradation, it is likely that the downregulated expression of *COQ3* reflects insufficient metabolism. Hence, *COQ3* is considered a candidate biomarker for BT in liver (Fig. 7a).

Important enriched MF terms in liver included “cytochrome-c oxidase activity” which comprised isoforms of *COX6* and *COX7*. These genes encode subunits of cytochrome-c oxidase, the terminal enzyme of the mitochondrial respiratory chain catalysing the electron transfer from reduced cytochrome-c to oxygen^58^. Previous studies reported genes encoding cytochrome oxidases of the mitochondrial respiratory chain to be associated with skatole levels^12,59–62^. Specifically, the cytochrome subunit family *COX4I1* and *COX8 C* encoding cytochrome-c oxidases were involved in regulation of skatole metabolism^63,64^, which was attributed to their involvement in the phase I oxidation reactions in liver. In this study, the cytochrome-c oxidases *COX6* *C*, *COX7AL*, *COX7B2* and *COX7A1* were all downregulated in the high BT pigs which may reflect the situation of deficient skatole metabolism in high BT pigs. Another strong indicator of the importance of cytochrome-c oxidases in the context of BT is the high enrichment of mitochondrial CC GO terms where the enzymes are located. Hence, *COX6* *C* is considered a candidate biomarker for BT in liver (Fig. 7a). Another important MF term found enriched in liver is the oxidoreductases, specifically the “CH-CH oxidoreductases” which participate in the phase I metabolism of BT compounds and play important enzymatic roles, some which have not yet been precisely clarified^65^. In this study, the “CH-CH oxidoreductases” comprised *ACAD10*, *ACADSB*, *ACOX2*, *CPOX* and *DUS4L* (Supplementary file 3) which are commonly found in gene expression studies for BT in liver^65^ and testis^66,67^. Interestingly, all five genes were downregulated in the high BT pigs (Supplementary file 2), which may be attributed to the insufficient liver degradation of BT compounds. *ACOX2* encodes a protein of the acyl-Coenzyme A oxidase family which involves degradation of long branched fatty acids and bile acid intermediates in peroxisomes^68^. The similar *ACOX1* was previously found to be slightly upregulated in high BT pigs^65^. The current finding suggests a contrary expression pattern for *ACOX2* as the gene is indeed downregulated in high BT pigs. *ACOX2* is also found in the *lightgreen* CE module in liver where the gene is functionally annotated to “Steroid metabolic process” (Fig. 5c). Hence, *ACOX2* is considered a candidate biomarker for BT (Fig. 7a).

Analysis of overrepresented pathways in liver revealed a strong correlation towards active transcription (“Ribosome”), export of proteins (“Protein export”) and oxidation (“Oxidative phosphorylation”) (Fig. 4a). Analysis of the specific DE genes annotated to “Drug metabolism” revealed *FMO3* and *CYP2B6*. Flavin-containing monooxygenases (FMOs) are a family of enzymes that converts lipophilic compounds into polar metabolites, thus decreasing their activity^69^. The FMOs are involved in metabolic activation or detoxification of numerous xenobiotics such as pesticides, drugs and carcinogens^70^. FMOs are regulated by sex steroid hormones and *FMO3* was found to be repressed by testosterone and upregulated by castration^71^. Furthermore, *FMO3* was previously speculated to be associated with off flavour in pork^72^. Consistently, we found *FMO3* downregulated in high BT as androstenone and testosterone levels are positively correlated^7^. Hence, *FMO3* is considered a candidate biomarker for BT in liver (Fig. 7a). The cytochrome P450 (CYP) proteins are also monooxygenases and similar in function to FMOs; they are involved in drug metabolism and synthesis of cholesterol, steroids and other lipids^73^. In human and pig, 18 families of CYPs have been identified with 57 and 54 genes, respectively^73^. The CYPs have previously been reviewed as candidate genes for BT^37^. In the current study, ten CYPs were identified as DE genes: *CYP2J2*, *CYP2B6* in liver and *CYP4V2*, *CYP1B1*, *CYP2D7*, *CYP2R1*, *CYP51A1*, *CYP20A1*, *CYP26B1* and *CYP27A1* in testis (Supplementary file 2). In liver, *CYP2B6* was upregulated in the high BT group which clearly reflects its implication in phase I metabolism. Another member of the *CYP2* family was the *CYP2J2* which was found to be upregulated in high BT. Interestingly, previous studies showed that the *CYP2B* was found only to metabolise skatole to a low degree and to our knowledge, no data is available for *CYP2J* (see a review by Rasmussen and Zamaratskaia^74^). In testis, *CYP27A1* was found to be strongly upregulated in high BT pigs. In porcine hepatocytes, *CYP27A1* has been found to be active in 25-hydroxylation of the prohormone vitamin D_3_ and to carry out the 27-hydroxylation of cholesterol-derived intermediates in bile acid biosynthesis^75^. In this context, it is likely that *CYP27A1* is affected by the increased steroid production characterised in high BT pigs and to our knowledge, we are the first to report association of the gene with BT. Hence, *CYP2J2*, *CYP2B6* and *CYP27A1* are considered candidate biomarkers for BT in liver and testis, respectively (Fig. 7).

*GSTO1* and *GSR* are part of “Glutathione metabolism” and “Drug metabolism” pathways and participate in the phase II metabolism. *GSTO1* encodes a member of the glutathione S-transferases (GSTs) that are known for their role in catalysis of conjugation reactions in endogenous substances, haeme, fatty acids, xenobiotics and products of oxidative processes^76^. In context of BT, *GSTO2* has been speculated to be involved in excretion of skatole from the porcine body^77^. We found *GSTO1* to be clearly downregulated in high BT pigs (Fig. 4a), which could explain the BT condition observed by decreased excretion of skatole. The finding is consistent with previous gene expression studies in liver^65^ and testis^66^. Due to its implication in relevant pathways and clear expression pattern, *GSTO1* could be considered a candidate biomarker (Fig. 7a). *GSR* encodes a glutathione reductase enzyme that catalyses the reduction of glutathione disulphide to glutathione, an important antioxidant and critical for the cell to resist oxidative stress and to maintain its reducing environment^78^. The expression of *GSR* is probably related to liver degradation capacity as *GSR* exhibited a clear pattern of downregulation in high BT pigs. Hence, *GSR* is considered a candidate biomarker in liver (Fig. 7a). However, the precise relationship between *GSR* and BT compounds should be subject to further research.

Analysis of DE genes from testis revealed “Transmembrane signalling receptor activity” to be a highly enriched MF GO term. This may reflect the fact that steroid hormone biosynthesis is a highly active function in the testis of high BT pigs, as previous research has found a high genetic correlation between androstenone (plasma and fat) and sex steroids in Duroc and Landrace pigs^79^. Activation and regulation of steroid hormone biosynthesis requires a high level of cellular communication observed by enrichment of the MF GO terms “Poly(A) RNA binding” and “Enzyme binding” which reflects the high pathway activity. Furthermore, the CC GO terms such as “Intracellular part” and “Nuclear part” revealed that most processes are located in the intracellular part or nuclear part where transcription and translation are undertaken in the cell (Fig. 2b). The BP term “Organelle organization” was highly enriched which probably reflects high activity of transcription and protein metabolic processes. When a fixed number of top DE genes between tissues were subjected to MF GO term enrichment analysis, “Translation factor activity, RNA binding” had four upregulated genes in high BT pigs which probably is attributed to the high level of steroidgenesis. Interestingly, genes associated with the term “Ubiquitin-protein transferase activity” were almost exclusively downregulated in the high BT pigs. This family of transferases is responsible for the transfer of ubiquitin from one protein to another which can signal the degradation of the protein by the proteasome. The downregulation of the associated genes implies a markedly less regulated steroidgenesis which probably results in overproduction of steroid hormones in testis. This hypothesis is supported by the significant overrepresentation of the pathway “Steroid hormone biosynthesis” which comprises the 17 β-hydroxysteroid dehydrogenase (HSD) genes *HSD17B7* and *HSD17B8* (Fig. 4b). The *17β-HSD* encode enzymes that are part of the last catalysis step in the formation of androgens and estrogens^80^ and the various types provide specific cell types with the mechanisms to regulate intracellular androgens and/or estrogens^81^. The importance of the *HSD* family in relation to BT compounds has been well documented in both RNA-Seq and microarray studies and both *HSD17B2* and *HSD17B4* have previously been suggested as biomarkers for reduced BT^37,66,77,82^. We also found the *HSD17B7* and *HSD17B8* to be highly upregulated in the high BT pigs. *HSD17B7* is involved in biosynthesis of cholesterol^83^ and sex steroids^84^ and regulates bioavailability of both androgens and estrogens, yet interestingly, previous work has confirmed that the *HSD17B7* is not the key enzyme responsible for androstenone and testosterone metabolism in porcine hepatocyte^85^. However, we found the *HSD17B7* upregulated in testis and not liver, which consequently justifies the proposition of it being a candidate biomarker in testis (Fig. 7b). The *HSD17B8* is involved in regulation of concentrations of biologically active estrogens and androgens^86^. Recently, the protein encoded by the *HSD17B8* was identified as a major interaction partner in gene networks of pigs with divergent androstenone levels. The major function of the protein was hypothesised to be testosterone inactivation^87^. The testicular testosterone concentrations were positively correlated with androstenone concentrations due to active testosterone synthesis which could also imply active androstenone synthesis^87^. However, we found that *HSD17B8* was upregulated in testis from high BT pigs which is contrary to the hypothesis that *HSD17B8* inactivates testosterone synthesis. We suggest that the gene plays an important role in BT and is considered a candidate biomarker, but further research should clarify its exact role in regulation of BT compounds (Fig. 7b).

The selection of pathways of biological interest included the “Drug metabolism”, “Estrogen signalling pathway” and “GnRH signalling pathway” (Fig. 4b). In “GnRH signalling pathway”, genes had both up- or downregulation patterns, but mostly downregulated. *MAPK3* and *MAP2K2* were upregulated whereas *MAP3K2* were downregulated in high BT pigs, respectively (Fig. 4b). The MAPK pathway encodes protein kinases which have been shown to modulate numerous male reproductive functions such as spermatogenesis, sperm maturation and activation and other functions of the germ cells^88^. Interestingly, *MAPK3*, *MAP2K2* and *MAP3K2* were also a part of the “Estrogen signalling pathway” (Supplementary file 4). The “Estrogen signalling pathway” was significantly overrepresented, which is probably due to secretion of large amounts of estrogen from the testis^89^. Estrogen concentrations have been found to be correlated with androstenone in adipose tissue^90,91^. The roles of the MAPK pathway in variation of BT has recently been shown in a gene expression study on Duroc boars^92^. The authors found that upregulation of *MAPK* coincided with pubertal increase in androstenone and testosterone production^92^ as the upregulation was observed several weeks earlier than complex morphological restructuring of testis into reproductive tissue. Furthermore, proteins encoded by *MAPK* may regulate the Steroidogenic Acute Regulatory protein (STAR) (a cholesterol traffic regulator) and have a complex interaction with steroidgenesis (see review by Manna and Stocco^93^). Interestingly, *STARD10*, which may play a metabolic role in sperm maturation and lipid transport^93^, was found upregulated in testis (Supplementary file 2) and may have other localised functions such as enrichment of lipids in milk in the mammary glands^94^. Previous works have documented the role of a subfamily of *STAR* in BT in testis, especially *STARD6* and *STAR* ^66,92^. To our knowledge this is the first time a relationship between *STARD10* and BT has been reported and the association warrants further investigation of the role of *STARD10* in BT. Due to the complexity of *MAPK* in BT and the warrant for further research of these genes, *MAPK3*, *MAP2K2*, *MAP3K2* and *STARD10* are considered candidate biomarkers (Fig. 7b).

Co-expression analysis in liver revealed the *lightgreen* module to be associated and slightly downregulated with the summarised EBVs. Among the five hubs genes (*HSD17B8*, *GSTZ1*, *SERPINC1*, *PRDX3 and NIT1*), *HSD17B8* was also DE in testis and selected as a candidate biomarker. Furthermore, *HSD17B8* was co-expressed with *CYB5A*. Expression levels of *CYB5A* has previously been linked to androstenone levels^94^. Hence, the finding of *HSD17B8* as a hub gene strengthens the hypothesis of a regulatory role in androstenone synthesis. *GSTZ1* was found as a hub gene in the *lightgreen* module and as a DE gene in liver which encodes a member of the GSTs^95^. Other hub genes included *SERPINC1* (Fig. 5a) which encode a gene that inhibits thrombin as well as other activated serine proteases of the coagulation system and regulates the blood coagulation cascade^96^. Members of the *SERPIN* family have previously been associated with skatole metabolism in liver^77^ and it is very likely that the hub genes are all related through various mechanisms in the clearing of skatole and/or androstenone from the liver either directly or indirectly through regulation or activation of other genes and/or pathways. Interestingly, *SERPINC1* was co-expressed with *HSD17B13* which is not exactly clear as 17β-HSD catalyses biosynthesis of androgens and estrogens but the finding warrants further research into the association of *SERPINC1* and BT. The *darkgreen* module was significantly enriched for the MF GO term “Steroid metabolic process” which comprised *SULT1B1* and *CYP7A1*. Downregulation of *CYP7A1* has been speculated to increase androstenone levels through reduced fat catabolism^82^ which is consistent with the current study where the gene was downregulated in high BT pigs. Considering the finding of *CYP7A1* as co-expressed in liver, additional research should be focused on its role in BT. *SULT1B1* encodes a member of the sulfotransferases which catalyse the sulphate conjugation of steroid hormones, neurotransmitters, drugs and xenobiotic compounds^97^ and previous work established them as key enzymes involved in the testicular and hepatic metabolism of androstenone^66^. The closely related *SULT1A1* were found to be involved in phase II metabolism of skatole^98^ and a mutation in the gene is thought to be responsible for skatole accumulation^99^ which has prompted researchers to consider it a candidate biomarker for BT^37^. Indeed, the sulfotransferases seem important in the metabolism of BT compounds as a negative correlation between accumulation of androstenone and *SULT2A1* in which low activity of *SULT2A1* was found in animals with high concentrations of androstenone^100^. Similar results were found in a study performed on Duroc, Norwegian Landrace and Yorkshire^67^ which is also consistent with the findings in the current study where *SULT1B1* was downregulated in high BT pigs. The finding of *SULT1B1* as a co-expressed gene reflects a possible regulatory association and warrants further research on its precise role in BT. In the current study, only *SULT4A1* was found as a DE gene in testis and upregulated in high BT pigs but it did not pass additional filtering (Supplementary file 2).

In testis, the significantly associated *darkgreen* module contained genes significantly enriched for “Carboxylic acid catabolic process”, “Small molecule catabolic process” and “Sterol molecule metabolic process” (Fig. 6b). Further analysis of the “Sterol metabolic process” term revealed that several genes overlapped with “Cholesterol biosynthetic process” (Fig. 6c). Interestingly, the previously selected candidate biomarker *HSD17B7* was part of the *darkgreen* module and the finding of *HSD17B7* as a co-expressed gene may point to some kind of regulatory function in BT. However, this is in contrast to previous research where *HSD17B7* was excluded as a key enzyme responsible for androstenone and testosterone metabolism in porcine liver cells^85^. Another important enriched gene in the module was *CYB5R3* which encodes a cytochrome b5 reductase^101^. The subfamily *CYB5* has been found particular important in androstenone biosynthesis and expression levels and a mutation in *CYB5A* was speculated to decrease androstenone levels^94,102^. From its role as a reductase, *CYB5R3* is a modulator of the activity of *CYB5A* ^103^. Interestingly, work on nuclear receptor transactivation found that *CYB5R1* probably increased levels of 16-androstene steroids but ambiguous results were found for *CYB5R3* ^104^. In the current study, *CYB5R1* was also found as a DE gene in testis (Supplementary file 3) but did not pass additional filtering. Due to strong upregulation and co-expression of *CYB5R3* in high BT pigs, we consider the gene as a candidate biomarker in testis (Fig. 7b).

In this study, the candidate biomarkers were genes with functions within phase I (*COQ3*, *COX6 C*, *CYP2J2*, *CYP2B6*, *ACOX2*) and phase II metabolism (*GSTO1*, *GSR*, *FMO3*) of skatole and androstenone in liver to steroidgenesis (*HSD17B7*, *HSD17B8*, *CYP27A1*), regulation of steroidgenesis (*STARD10*, *CYB5R3*) and GnRH signalling (*MAPK3*, *MAP2K2*, *MAP3K2*) in testis. For comparison, a recently published review by Zadinová, *et al*.^37^ summarised genes currently believed to be controlling levels of androstenone (*CYP11A1*, *CYP17A*, *CYP21A2*, *CYB5A*, *LHB*, *HSD17B7*), androstenone metabolism (*HSD3B*, *SULT2A1*, *SULT2B1*, *TEAD3*), phase I skatole metabolism (*CYP2A6*, *CYP2E1*, *CYB5A*) and phase II skatole metabolism (*SULT1A1*). Other important genes were *FMO3* ^72^, *GSTO2* ^77^, *COX4I1* ^64^, *MAPK14* ^79^, *STARD6* ^92^ and *ACOX1* ^77^. Thus, a high level of consistency is evident between known gene families involved in BT and the selection of candidate biomarkers in this study. Importantly, our study presents two new genes (*COQ3*, *GSR*) and novel gene members and isoforms of BT which is probably attributed to the use of deep sequencing of ~33 mio reads per sample to register even small fluctuations in gene expression. Some candidate biomarkers probably share similar functions with known genes of BT such as the case of *HSD3B* and *HSD17B* ^91^ or may be involved in regulation of known candidate biomarkers such as *CYB5R3* that regulates *CYB5A* ^103^. Furthermore, co-expression network analysis provided valuable insight into the complexity of both DE and non-DE genes and their functions in BT such as *CYP7A1* and *SULT1B1* and enabled discovery of hub genes with a possible regulatory association such as *HSD17B8* and *SERPINC1* co-expressed with *CYB5A* and *HSD17B13*¸ respectively.

Future work should focus on the validation of the detected biomarkers at the population-wise level as well as in other breeds to develop a sensitive and specific industry-targeted test for optimised genomic-based animal breeding to reduce BT. Gene expression data should be combined with genotypes to find expression quantitative trait loci (eQTLs) of BT and/or further utilise the power of the RNA-Seq data with additional analysis of splicing events, polymorphisms and different isoforms of transcripts^105^ of the candidate biomarkers proposed in this study.

## Methods

A complete overview of the experimental design is presented in Fig. 1.

### Animal model

Male Landrace pigs (*n* = 114) were housed at the commercial testing station Bøgildgård in Denmark (N 56°27′52.60′′ W 9°38′62.97′′) operated by the Pig Research Centre, SEGES (Copenhagen, Denmark) and raised with *ad libitum* feed and water supply. The pigs were produced from sires with known genetic merit of boar taint (BT) assessed from estimated breeding values (EBVs) of skatole concentrations and human nose score (HNS). To account for both traits, the genetic merit of BT was defined as the sum of the EBVs of skatole concentration and HNS obtained from the respective sire of each pig and denoted as the summarised EBV following equation (1):

1 $${Summarised}\,{EB}{{V}}_{ij}={Skatole}\,{EB}{{V}}_{ij}+{Human}\,{nose}\,{score}\,{EB}{{V}}_{ij}$$

where the summarised EBV_*i*_ is the sum of the EBV for skatole concentration in fat and the EBV for HNS for the individual pig *i* obtained from its respective sire *j*. All EBVs were collected from the Danish pig breeding database (Pig Research Centre, SEGES, Copenhagen, Denmark). The raw values for skatole concentrations were obtained from measurements on carcass fat samples by a calorimetric method^106^. HNS were collected by a standardised method^107^. The EBVs (the relative genetic performance compared with a contemporary group) were calculated by Genomic BLUP Animal Models^48,49^. The EBVs were corrected for age (days) and weight (kg) in order to account for systematic differences in sexual maturation and to obtain full steroidogenic potential^33^ in the three groups.

Subsequently, the animals were grouped as low, medium or high genetic merit of BT, according to the summarised EBVs. A total of 48 pigs out of the 114 pigs were selected for analysis from each of the three groups as high, medium and low genetic merit of BT (Supplementary file 1). The selection of pigs was based on the most extreme values within each of the low and high groups, and the closest values to the mean in the medium group. To account for any pedigree effects, the maximum amount of relatedness allowed between pigs but within sire groups were only half-siblings. However, the sires themselves were not related as far as we could find in the dataset.

### Tissue collection and preparation

Pigs were slaughtered at a weight of ~100 kg at a commercial slaughterhouse (Danish Crown, Herning, Denmark). Slaughter was performed by submersion into CO_2_ until unconsciousness ensued followed by exsanguination. Following slaughter, the liver was extracted from the carcass and 150 mg of tissue were retrieved by punch biopsy and immediately immersed into 1.5 ml RNAlater (QIAGEN, Hilden, Germany) in 2 ml Eppendorf tubes (Eppendorf, Hamburg, Germany). The carcasses were kept in a cold room at 4 °C for approximately 1.5 h before 150 mg testis tissue were retrieved by punch biopsy and immersed into 1.5 ml RNAlater (QIAGEN). All samples (*n* = 96) were stored at −20 °C for 14 days until RNA extraction and sequencing at a commercial facility (AROS A/S, Aarhus, Denmark).

### RNA extraction and sequencing

Total RNA was extracted from the 96 samples by RNeasy Mini Kit (QIAGEN) following instructions of the manufacturer. Concentration of RNA was measured by Nanodrop^®^ 2000 (ThermoScientific, Massachusetts, USA). The quality of the RNA was measured with a Bioanalyzer (Agilent, California, USA) to ensure an RNA integrity number (RIN) of at least 6; otherwise, the samples were discarded. For samples with an RIN values of 7 or above, the sequencing libraries were prepared using the TruSeq stranded mRNA (Illumina, San Diego, USA) kit following instructions of the manufacturer. Samples with RIN values from 6 to 7 were therefore prepared using the TruSeq total stranded RNA (Illumina) kit following instructions of the manufacturer. In both protocols, 400 ng of total RNA were used as input and fragmentation was performed following instructions of the manufacturer, but with an incubation step of 1 min at 94 °C protocol to produce libraries that are compatible with sequencing on a paired-end 100 base pair flow cell (PE-100bp FC, Illumina, San Diego, USA). Libraries were subjected to quality control with respect to size profile by test on an Agilent DNA 1000 (Agilent, California, USA) and library concentration by KAPA quantitative PCR (qPCR) kit and three independent 10^6^-fold dilutions of libraries following instructions of the manufacturer (Kapa Biosystems, Massachusetts, USA). The samples were sequenced with an Illumina HiSeq. 2500 (Illumina, San Diego, USA) which amounted to a theoretical 40 million reads per sample.

### Quality control and gene counting

Data from sequencing machine were converted from base calls into FastQ-files by CASAVA^®^-software (Illumina, San Diego, USA). Quality control (QC) of RNA-Seq reads was conducted with FastQC^108^. Reads were trimmed for known Illumina TruSeq adapter sequences using the programme CutAdapt^109^. Poor reads were trimmed by Trimmomatic^110^ using default parameters. The trimmed reads were then mapped to the *Sus scrofa* reference genome (10.2, version 79) obtained from Ensembl^111^ by the STAR aligner using default parameters^112^. Post-mapping QC was performed with Qualimap^113^. The mapped reads were counted to each gene by HTSeq count using default parameters^114^. All subsequent statistical analysis were performed in R version 3.1.0^115^. Only genes with a mean count of more than five were included in the gene count matrices. Due to relatively poor annotation of the *Sus scrofa* genome, Ensembl identifiers were translated into their human orthologous gene symbols by the R package biomaRt^116,117^, using the *Homo sapiens* reference genome (h38, version 84, Ensembl).

### Differential expression analysis

Normalisation of gene counts was performed by voom variance-stabilization function with sample quality weights^118^ implemented in the R package limma. Differentially expressed (DE) genes were detected using the R package limma^119^. Briefly, limma fits a linear model to each gene using the function lmFit following equation (2):

2 $${\gamma }_{ij}={\beta }_{j,BT}BT+{\varepsilon }_{ij}$$

where $${\gamma }_{ij}$$ is the measured expression level of gene *j* for individual pig *i*, $${\beta }_{j,BT}$$ is the estimated regression coefficient calculated by regression of the gene expression value of the *i* ^*th*^ individual pig categorised to its genetic merit of BT group (“low”, “medium” or “high”) for the *j* ^*th*^ gene and *ε*_*ij*_ is the error component. By using the function eBayes in limma, the moderated *t*-test statistics for differences in the variance of gene expression of a gene across replicates were calculated and subjected to multiple testing correction of the *P* values by the Benjamini-Hochberg procedure^120^ which resulted in a false discovery rate (FDR) and the logarithm-transformed fold change for each gene. Genes were categorised as differentially expressed genes when FDR was below 0.05 and were found by contrasting “high BT *vs* low BT” groups from a design matrix that included all three groups. Additional filtering was performed by comparison of expression profiles of the individual DE gene throughout the three groups by a Kruskal-Wallis test. Gene functional enrichment analysis was performed with the Cytoscape^121^ plug-in ClueGO version 2.2.5^122^. By providing DE genes and genes attributed to co-expression modules with significant association to the summarised EBVs, ClueGO performed overrepresentation test and visualisation for gene ontology (GO) terms and KEGG pathways using default parameters. Test results were subjected to multiple testing correction of the *P* values by Bonferroni correction. For semantic filtering of redundant GO terms, the online tool REVIGO^123^ was used. As the BT condition involves numerous enzymatic functions and for the sake of simplicity, the most interesting molecular function (MF) GO terms from a fixed number (*n = *507) of top DE genes from each tissue to make analysis consistent. Similar DE analyses based on 3 or more categories and treatment groups with similar sample sizes / biological replicates and RNA-Seq data in animals have been applied for various conditions including Mazzoni, *et al*.^34^ for cattle reproduction and Salleh, *et al*.^35^ for cattle feed efficiency.

### Co-expression analysis

In order to identify strongly co-expressed (CE) genes (“hub genes”) which may have regulatory functions and/or major impact on the trait, we employed a co-expression analysis approach for each tissue which has previously been successfully employed by our group^40^. Scale-free undirected co-expression networks were built using the R package WGCNA^42,124^ and modules with significant association (*P* < 0.05) to genetic merit of BT were detected and analysed. The genetic merit of BT was inputted as the high, medium and low groups defined from the summarised EBVs as described in the animal model section. The co-expression analyses was performed independently for liver and testis by the following procedure: An adjacency matrix comprising Pearson’s correlations between expression levels of genes was created from the 7,500 most highly expressed genes from the tissue in question which satisfied the requirements of both acceptable computational time and biological meaningfulness. Subsequently, the matrix was raised by a power (β) of 10 in each tissue which was found to be an appropriate value by the function pickSoftThreshold() to reach a scale-free topology index (*R* ^2^) of at least 0.90. The topological overlap measure (TOM), which assesses the degree of shared neighbours between pairs of genes, was calculated from the adjacency matrix and used to build a gene dendrogram which detects modules and assigns colour by the DynamicTreeCut algorithm^125^, using a minimum of 30 genes per module. The module eigengene, the first principal component of each module, represents the expression value of each module and was used to detect biologically relevant modules. The module-trait relationship was calculated as the Pearson’s correlation between the module eigengene and the traits of interest. Modules significantly (*P < *0.05) associated with genetic merit of BT were exported for topological analysis and visualisation in the software VisANT^126^. An arbitrarily chosen subset of 150 gene pairs with the highest TOM within the selected modules was selected and hub genes were defined as genes with highest intramodular connectivity. The intramodular connectivity was assessed by a chosen topological analysis of the module: genes with a node degree distribution (*k*) (links per node) of ≥12 were assigned as hub genes for the specific tissue.

### Candidate biomarkers

Selection of candidate biomarkers for each tissue was made by applying a reductionist strategy of genes that had significant (FDR < 0.05) differential expression and significant (*P < *0.05) difference in expression profiles by a Kruskal-Wallis test throughout the three groups and were either: (i) annotated to relevant GO terms and/or pathways and/or (ii) part of a co-expression module related to a summarised EBVs of skatole and HNS. Each chosen candidate biomarker was visualised on a box plot with the *P* value of the Kruskal-Wallis test.

## Declarations

### Ethics approval and consent to participate

Animal Care and Use Committee approval was not obtained for this study, because tissue samples were obtained from a commercial slaughter facility.

### Availability of data and material

The datasets generated during and/or analysed during the current study are available in NCBI’s Gene Expression Omnibus^127^ and are accessible through GEO Series accession number GSE93734 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93734).

All data analysed during this study are included in this published article [and its supplementary information files].

## Electronic supplementary material

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Supplementary information

# Supplementary material for: Differential expression and co-expression gene networks reveal candidate biomarkers of boar taint in non-castrated pigs
**Source:** Sci Rep. 2017 Sep 22;7:12205. doi: 10.1038/s41598-017-11928-0
**Supplement:** Supplementary file 6 — Supplementary information

# Differential expression and co-expression gene networks reveal candidate biomarkers of boar taint in non-castrated pigs

Markus Drag<sup>1</sup>, Ruta Skinkytė-Juskienė<sup>1</sup>, Duy N Do<sup>2</sup>, Lisette JA Kogelman<sup>1,3</sup>, Haja N Kadarmideen<sup>1,4\*</sup>

**Supplementary file 1:** Estimated breeding values (EBVs) of human nose score (SIRE\_HNS\_BV), skatole concentration (SIRE\_SKA\_BV) and the two traits summarised to one trait (total) for all individual pigs in the study. Each pig was assigned to low, medium or high boar taint (condition), according to its “total” value.

**Supplementary file 2:** Differentially expressed genes in liver and testis. Tissue column indicates liver or testis. Each gene is identified by its Ensembl gene ID, its gene symbol, a description, the log-fold change (logFC), the average expression (AveExp), t statistic (t), *P* value (P.Value), adjusted *P* value (adj.P.Val), beta-statistic (B) and the *P*-value by comparison of expression profiles by Kruskal-Wallis test (Kruskal-Wallis). IDs and description were obtained from the R-package *biomaRt*. (<http://www.ensembl.org>), while statistical results were obtained from the R-package *limma*.

**Supplementary file 3:** Gene ontology (GO) terms obtained from differentially expressed genes from liver and testis. Tissue column indicates liver or testis. Each GO term is identified by its id (GO:ID), name (GO\_term), ontology source and version (Ontology Source), *P*-value (term PValue), adjusted *P*-value (Term PValue Corrected with Bonferroni step down), number of associated genes (% Associated

Genes), number of genes (Nr Genes) and the genes associated to each pathway (Associated Genes Found).

**Supplementary file 4:** Kyoto Encyclopedia of Genes and Genomes pathways for liver and testis with their associated genes. Tissue column indicates liver or testis. Each pathway is identified by its id (GO:ID), name (KEGG\_Pathway), ontology source and version (Ontology Source), *P*-value (term PValue), adjusted *P*-value (Term PValue Corrected with Bonferroni step down), number of associated genes (% Associated Genes), number of genes (Nr Genes) and the genes associated to each pathway (Associated Genes Found).

**Supplementary file 5:** Raw output from WGCNA analysis of liver and testis gene expression profiles. Columns indicate: tissue where the results were obtained from (Tissue), name of each gene (geneSymbol), assigned module to each gene (moduleColor), total gene significance value (GS.total), total gene significance *P* value (p.GS.total), module membership value for each module (MM.module) and module membership *P* value for each module (p.MM.module).

How the deposited data were processed for this re-analysis (not part of the article)

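RNA-Seq of liver and testis from 48 Landrace boars, 16 each of high, medium and low genetic merit of boar taint (BT), was analysed from 96 deposited tables of gene counts. The authors trimmed the reads with CutAdapt and Trimmomatic, mapped them with STAR to Sus scrofa 10.2 (Ensembl version 79) and counted them per gene with HTSeq, and the deposited values are these raw counts without normalisation or filtering. Merit group, tissue, pig number and library kit were taken from the sample labels and the paper. The batch, with 3 levels, was given only in the submitters' file labels and was used as a technical label. The estimated breeding values in Supplementary file 1 carry no pig numbers, so merit was used as 3 ordered groups.

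The main fit followed the paper's methods. Genes with a mean count above 5 were kept, voom with sample quality weights was applied to the counts with library sizes and no scaling factors, and high and low BT were contrasted with limma 3.58.1 in R 4.3.3 in a design with all 3 groups and no covariates. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called DE. The Kruskal-Wallis test was applied to the voom log2 CPM of the DE genes. edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0 (Wald test) were run on the same counts as alternatives. The other alternatives were TMM factors before voom, voom without sample quality weights, no minimum count, at least 10 counts in every library, only the high and low groups, library kit or batch as a covariate, and stranded mRNA libraries only. Each count of genes from the main design was compared with 100 divisions of the same libraries, the real one included. Within testis, kits were compared in the low group, batches in the medium group, and merit groups within batch 1 and within batch 2.

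The fits were tested on simulated counts with 200 changed genes. Of these, limma with voom recovered 164 among 12225 liver genes and 158 among 15334 testis genes, with 10 false calls in each, and edgeR recovered 174 and 168. The simulated genes shared the same spread and size of change, without effects of kit or batch. The fits recovered similar numbers there but not on the real counts. The simulation therefore does not show which fit is reliable on the real counts. Co-expression modules followed the paper's settings of 7500 genes, a power of 10 and at least 30 genes. The dendrogram, however, was divided at the height that gave the most modules among those searched. It was chosen without reference to merit. In the 48 testes it was 0.8, the lowest searched, so a lower height might have given more modules. This way of dividing the dendrogram was set after the files had been seen. On simulated data with 3 blocks of 100 genes it recovered all 3 blocks. Permutation p-values of correlations came from 100000 permutations and were two-sided. The permutations exchanged boars freely. Like the p-values of limma, they therefore do not account for boars that share a sire's breeding value. Modules, principal components and the search of the paper's table were computed with Python, numpy and scipy.

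The reads on genes per library ranged from 3728775 to 12156143 in liver and from 379942 to 18045966 in testis. Low counts carry a larger counting error in the shallower libraries. The median depth was lower for total RNA than for stranded mRNA libraries in both tissues, but the ranges overlapped. All libraries were kept in the main fit.

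The genes to be named were those the paper names, the 5 of lowest adjusted p-value in each tissue and the genes at each end of the range of log2 fold changes. The count files list Ensembl pig identifiers without gene names. Supplementary file 2 pairs gene symbols with human Ensembl identifiers, not with the pig identifiers of the counts. The table of pig genes given for this work matched 0 of the 25322 identifiers. No gene was therefore named from the counts, and only the identifiers at the ends of the range are printed. The results on the paper's named genes, candidate biomarkers, hub genes and coloured modules were not analysed here.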

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

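The tests of the 2 unusual libraries below were chosen after their values had been seen. Libraries of the same condition and batch were compared on 4 measures wherever a group held 4 to 10 libraries, which made 16 results. The lowest or highest library stood apart from the rest of its group in 5 of them, where chance gives about 1 in 20. The 5 come from 3 libraries.

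One total RNA library of testis of low BT had counts on 940 genes, whereas the other 8 of its group had counts on 17013 to 18376. Its median correlation with the other testes was 0.0568, against 0.884 to 0.912 for the others. It held 379942 reads on genes. A low depth alone was tested by thinning the other total RNA libraries of low BT to the same total, which left at least 12832 genes with counts. Within the main numbering series of gene identifiers, the counts fell almost wholly in one block: 97.9% of the 606 expressed genes in the block had counts, and 0.0521% of the 9606 expressed genes outside it. Of the 5153 expressed genes in the later numbering series, 174 had counts. A candidate explanation is that reads were counted on only a part of the genome in this library. No biological explanation was tested. The sample quality weights gave the library a weight of 0.0169.

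One stranded mRNA library of testis of medium BT had a median correlation of 0.517 with the other testes, while the others of its batch and group had 0.947 to 0.969. Its 10253827 reads on genes lay within the range of the other stranded mRNA testes, 4881825 to 18045966, so the depth did not set it apart. Its median correlation with the livers was 0.642. This was higher than for any other testis, the next being 0.342, and lower than that of any liver with the other livers, the lowest being 0.813. The 136 genes of high counts in liver and low counts in testis stood at a median of 0.0279% of their liver level in it, which goes against a liver label or liver RNA in spite of the higher correlation. It had 6 genes at 10 CPM or more that were below 0.5 CPM in every other library, and no other testis library had any. RNA from a tissue other than testis and liver may therefore be present in it, as a hypothesis. The tissue was not sought, and a difference of this boar's testis itself was not tested.

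Another stranded mRNA library of testis of medium BT in batch 1 had 4881825 reads on genes, where the other 6 had 9152243 to 10253827, and the lowest share of reads assigned to genes, 64.8% against 67.5% to 69.3%. Its correlation with the other testes was not set apart, and no explanation was tested.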

How the results depend on the processing

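Most alternatives were set before the data were examined. Those that leave out the 2 unusual testis libraries, and those of the co-expression modules, were chosen after seeing the data. Under the alternatives, 39 values stayed within the spread or within 1.5 times the count and 29 moved. For the ends of the log2 fold changes the spread was that between single libraries, which is wide, so staying within it shows little. The cause was not tested for any of these unless a value below shows it.

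In liver, the number of DE genes was 411. It was 141 with TMM factors before voom, 1 without sample quality weights (985 at an unadjusted p-value under 0.05), 1 with edgeR (1258 unadjusted), 3 with DESeq2 (1443 unadjusted), 70 with no minimum count, 655 among 7473 genes with at least 10 counts in every library, and 159 with only the high and low groups. It stayed within 1.5 times with the kit or batch as a covariate (552 in both, since in liver they divide the libraries alike) and in stranded mRNA libraries (447). The genes passing the Kruskal-Wallis test fell from 390 to 68 on weighted values and to 141 with TMM factors. The lower end of the log2 fold changes moved from -3.73 to -1.21 with at least 10 counts in every library. The modules with an unadjusted p-value under 0.05 went from 1 to 3 in stranded mRNA libraries, none of them after adjustment.

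In testis, the 8095 DE genes were 30 without sample quality weights (3752 unadjusted), 5 with edgeR (1591 unadjusted), 201 with DESeq2 (2986 unadjusted), 314 among the 515 genes with at least 10 counts in every library, 402 with the kit as a covariate, 192 in stranded mRNA libraries and 68 with batch as a covariate. The number stayed within 1.5 times with TMM factors (7388), with no minimum count (10546) and with only the high and low groups (7948), and when either unusual library or both were left out (8060, 8093 and 8066). Without both libraries it was 63 with batch as a covariate, 426 with the kit as a covariate and 2705 with edgeR. edgeR's count thus rose from 5 to 2705 when these 2 libraries were left out, which shows that its low count rested on them. TMM factors moved the median log2 fold change of all genes from 0.11 to 0.02 in testis and from -0.07 to 0.02 in liver. The more frequent direction of the DE genes in testis also changed with them, from 4824 higher and 3271 lower to 3486 higher and 3902 lower. With no minimum count it was 4363 higher and 6183 lower. It was kept with only the high and low groups (4754 and 3194) and without both unusual libraries (4799 and 3267). The genes passing the Kruskal-Wallis test were 5426 on weighted values, 378 with the kit as a covariate and 192 in stranded mRNA libraries, in place of 3174. The lower end of the log2 fold changes, -7.72, was -3.44 with the kit as a covariate, -4.34 in stranded mRNA libraries and -3.67 with at least 10 counts in every library. The upper end moved from 3.84 to 0.96 with at least 10 counts in every library. The modules with an unadjusted p-value under 0.05 went from 1 to 0 in stranded mRNA libraries and to 6 without both unusual libraries. Of these 6, 3 had an adjusted p-value under 0.05 over the 15 modules. In the 33 stranded mRNA libraries among them, the eigengenes of these 3 had an r with merit of 0.335 (permutation p = 0.0580), 0.310 (permutation p = 0.0782) and 0.478 (permutation p = 0.00468), without adjustment for the number of modules. The genes that differed between kits in the low group went from 8550 to 577 with edgeR, and the 1 gene between high and medium BT within batch 2 went to 0 with edgeR (579 unadjusted).

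No paired analysis was possible because the merit groups consist of different pigs, and the comparison of tissues within pigs was planned only for candidate biomarkers, whose names the files do not pair with identifiers. For the same reason the results for named genes, candidate biomarkers, hub genes, gene pairs and the lightgreen and darkgreen eigengenes, with their alternatives, were not run. Since 1 testis library had counts on only 940 genes, any rule that asks for counts in every library is limited by it in testis.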

Differences from the paper's values

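The number of DE genes in liver with a Kruskal-Wallis p-value under 0.05 was 390, and the paper's value is 241. It was 68 with the values multiplied by the voom weights and 141 with TMM factors. With the library kit as a covariate it was 543, and in stranded mRNA libraries 438. None of these 4 alternatives, set before the data were examined, closed the gap. The first of them mixes weights with expression, so it says little about the gap.

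For liver the paper states that no module was significantly associated with genetic merit, and 1 of the 29 modules built here had an unadjusted p-value under 0.05, with an adjusted p of 0.491. For testis the paper gives a negative correlation for one of its significant modules, and the 1 module of 7 with an unadjusted p-value under 0.05 had an r of 0.244. The modules are not the same sets of genes as the paper's.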

Other observations

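The tests of the scaling in liver and of the paper's testis table were chosen after the results were seen, and so was the sorting of the testis divisions by kit. The other tests were set before.

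The DE genes in testis were compared with other divisions of the 32 testes of high and low BT into groups of 16. Of 100 divisions, 3 gave at least 8095 genes, the real one included. All 3 were among the 4 divisions in which the number of total RNA libraries differed by 7 between the groups, as it does between high and low BT, and these 4 gave from 8001 to 8164 genes. The 9 divisions with a difference of 5 gave at most 5344 genes, the 24 with a difference of 3 at most 1 and the 63 with a difference of 1 at most 2458, each with a median of 0, so the number did not rise steadily with the difference. The divisions with the same kit difference as the merit groups gave about as many genes as these did, and kit and merit cannot be told apart in this count. When boars were exchanged between the 3 merit groups only within a kit, 14 of 100 divisions gave as many genes, and when they were exchanged only within a batch, 49 of 100 did. Both kinds of division keep the 2 and 9 total RNA libraries of high and low BT. High and low BT meet only in batch 3, so exchanges within a batch could swap a boar of high with one of low BT only there and also kept each group's numbers in every batch. A large share was to be expected from this, and it is no evidence for the kit over the batch or the merit. The kit effect among the testes of medium BT, which are on neither side of the contrast, had a correlation of -0.859 across genes with the change of high against low BT. With every testis library above 3689243 reads thinned to that total, 7799 genes were DE, so a difference in depth did not account for the number. From the divisions sorted by kit and the kit effect in medium BT, a candidate explanation for most of the 8095 genes is the larger number of total RNA libraries in low BT. The total RNA libraries were also those of batch 3 and of RNA of lower integrity, so the kit stands here for all of these. Whether the kit accounts for every gene cannot be told from the fits with a covariate. Among the 402 DE genes with the kit as a covariate, 310 were also among the 8095. Of the 68 with batch as a covariate 38 were, 36 of them in the same direction. The 8095 were 52.8% of the tested genes, so many genes of any list fall among them, and 38 of 68 is close to that share. The fits also share their libraries. In stranded mRNA libraries, 192 genes were DE. High and low BT shared no batch there, so that merit and batch can be separated only through the testes of medium BT, which were in both. The 402, 192 and 68 genes were not compared with other divisions.

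Within testes of low BT, 1 of 100 divisions into 9 and 7 gave as many genes as the 8550 that differed between kits, and that was the real one. The batches within medium BT differed in 0 genes (1596 at an unadjusted p-value under 0.05), which any division reaches, all 100 of them here, so the divisions show nothing about it. The same holds for medium against low BT within batch 1, with 0 genes (2247 unadjusted) and 100 of 100 divisions. For high against medium BT within batch 2, with 1 gene, 16 of 100 divisions gave as many.

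In liver, 2 of 100 divisions of the 32 livers gave at least 411 genes, the real one included. These divisions exchanged boars freely, without keeping together those that share a sire's breeding value, so the share does not account for families, and neither do those in testis. Sires could not be joined to the libraries. Of the 411, 96.1% were lower in high BT. With TMM factors 141 genes were DE and 73.8% of them were lower. However, 2225 genes then had an unadjusted p-value under 0.05, against 2097 without these factors, so the unadjusted count did not fall. Part of the direction, and of the count after adjustment, may come from the scaling of the libraries. Without the total RNA libraries 447 were DE, which goes against the library kit. With every liver thinned to 3728775 reads 88 genes were DE. Of these, 97.7% were lower in high BT, and 1861 genes had an unadjusted p-value under 0.05, against 2097 without thinning. Thinning lowers the power in every library, so the fall to 88 does not by itself show a difference in depth between the groups as the cause, and the direction of the change was kept. The count moved further with other choices, to 1 gene without sample quality weights, 1 with edgeR and 3 with DESeq2, and the cause of these moves was not tested. A biological difference in liver is not excluded, but it was not shown apart from the scaling and from the choice of test and weights.

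The paper's Supplementary file 2 was compared with the fits without naming genes, by asking how many of its rows had a gene at the same log2 fold change and average expression after one constant shift of each. At a distance of 0.008, 88.0% of the 507 liver rows had a counterpart, against a mean of 12.6% over all shifts tried. For the 1492 testis rows at hand, the share was 13.1% with all 48 libraries, 26.3% without the library that had counts on few genes, 14.2% without the library that was unlike the other testes and 13.5% without both, against a mean of about 8.6% over the shifts. At a distance of 0.02 the same 4 fits gave 44.0%, 57.6%, 43.0% and 43.5%, against 35.3% to 35.5%. Each share is the highest over the shifts, so it cannot fall below their mean, and a small excess shows little. At the highest share, the shift of average expression was 0.24 at both distances without the library that had counts on few genes, and 0.2 in liver. With all 48 testis libraries it was 0.75 and 0.33, and in the other 2 fits it lay between 0.7 and 0.98. Without the first library the share rose at both distances, but by more than 1.5 times only at the smaller. At the larger, the mean over the shifts was already above 35%, so such a rise is harder to reach there. Its absence is therefore not evidence against a role of the first library. When the other library was left out too, the share stayed close to that with all 48 libraries. Since the fits without the first library and without both differ in this way, whether the paper's testis values rest on fewer libraries cannot be told.

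In the paper's Supplementary file 1, the 16 boars of high BT carry 5 distinct summarised breeding values, those of medium BT 8 and those of low BT 4, and 8 boars of low BT share a value. One boar of low BT has the value of 6 boars of medium BT. The values are those of the sires, so boars of one sire are not independent in this trait. In the paper's Supplementary file 4, 20 KEGG terms have an adjusted p-value under 0.05 in testis. The share of a term's genes that were DE is 5.17% to 13.96% in 4 of them and 40.31% to 61.4% in the other 16 by the paper's values. These shares rest on the paper's own list of 5943 DE genes among 12731. That is a lower proportion than the 52.8% of the genes tested here in testis, so the shares cannot be set directly against the latter. The 4 terms of low share were Neuroactive ligand-receptor interaction (11.91%), Cytokine-cytokine receptor interaction (13.96%), Taste transduction (8.43%) and Steroid hormone biosynthesis (5.17%, 3 genes). Their shares lie below 5943 in 12731 and below those of the other 16 terms. This argues against an overrepresentation of DE genes in these 4, whereas the paper describes Steroid hormone biosynthesis as overrepresented. No test of the direction was run.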
